# Transcriptome and metabolite profiles reveal differential molecular responses of wild and cultivated amaranth species to water deficit and salt stress

**DOI:** 10.1007/s00425-026-04927-x

**Published:** 2026-01-29

**Authors:** Ana P. Barba de la Rosa, Jose Cetz, Esaú Bojórquez-Velázquez, José P. Martínez, Antonio De León-Rodríguez, Eduardo Espitia-Rangel, Alfredo Herrera-Estrella

**Keywords:** Amaranth, GC–MS, Metabolite profile, Phosphonate metabolism, Salt stress, Transcriptomics, Water deficit, Wild species

## Abstract

**Main conclusion:**

*A. hybridus* tolerance to salinity depends on constitutively active mechanisms, whereas *A. hypochondriacus* tolerance to salt and water deficit depends on a constitutive protection and a robust transcriptional response.

**Abstract:**

Drought and soil salinity are two environmental factors that significantly affect crop production. To gain a better understanding of how amaranth responds to these abiotic stresses, we analyzed the transcriptomic and metabolomic changes in the leaves of *Amaranthus hybridus*, a wild species, and *A. hypochondriacus*, a cultivated species used for seed production. We identified differentially expressed genes (DEGs) between the two species and under different stress conditions. Control plants of *A. hypochondriacus* exhibited higher expression levels of genes associated with photosynthesis, amino acid metabolism, fatty acid metabolism, sulfur metabolism, thiamine metabolism, and secondary metabolism. Notably, *A. hybridus* under salt stress showed an up-regulation of genes related to phosphonate and phosphinate metabolism and steroid biosynthesis. In contrast, the response of *A. hypochondriacus* to salt stress was characterized by increased expression of ABC transporters and genes involved in fructose, mannose, trehalose, porphyrin, thiamine, and monoterpenoid metabolism. When subjected to both types of stresses, *A. hypochondriacus* showed up-regulation of MAPK signaling pathways, ABC transporters, galactose, branched-chain amino acid (BCAA) degradation, and the production of defense compounds. Both amaranth species modulated their metabolic processes in response to drought and salinity stress towards cell wall modification, as well as the metabolism of pectin and lignin, while also producing antimicrobial and antifungal metabolites. Additionally, we detected differential accumulation of compounds, including methylphosphonate, 2-hydroxyethylphosphonate, and several metabolites related to fatty acid metabolism in the leaves of both amaranth species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00425-026-04927-x.

## Introduction

Sustainable agriculture faces several challenges in producing sufficient food to meet the needs of the growing global population, especially when it comes to providing healthy options. Additionally, food production is significantly threatened by unpredictable global climate changes (Fanzo et al. 2021). Factors, such as drought and soil salinity, greatly affect crop yields. In this context, plants that are tolerant to these stresses employ various physiological and molecular responses to survive such adverse conditions. Wild relatives of crops, which have withstood numerous climate changes, serve as valuable sources of genetic traits linked to abiotic stress tolerance. Therefore, understanding the molecular responses of these tolerant plants is essential for developing breeding strategies aimed at sustainable food production (Abdelrahman et al. 2018; Saharan et al. 2022).

Various strategies of the plants have been developed in response to stress which includes the accumulation of osmo-protectants (proline, sugars, and glycine betaine). These osmolytes can trigger plant stress tolerance mechanisms, such as the activation of resistance genes, the increased levels of enzymatic and non-enzymatic antioxidants, the enhanced cell membrane integrity, and the protection of the photosynthetic apparatus, especially the photosystem II (PSII) complex (Mahajan and Tuteja 2005). Moreover, plant plasma membranes (PMs) act as biological barriers, safeguarding cell contents and organelles from environmental stresses while also generating highly regulated signaling outputs (Hou et al. 2016). In this regard, changes in membrane lipids can directly influence the properties of membrane proteins and activate signal transduction pathways (Hou et al. 2016; Hafeez et al. 2023).

The Amaranthaceae family includes several salt-tolerant species, and some plants from the *Amaranthus* genus are consumed as vegetables, such as *A. hybridus*. Others, like *A. hypochondriacus* L., are utilized for grain production. *A. hypochondriacus* L., which is native to Mexico, was domesticated from at least two wild ancestors: *A. hybridus* and *A. powellii.* These ancestors thrive in harsh conditions; *A. hybridus* is adapted to saline soils, while *A. powellii* can grow under low water conditions in Mexican territories (Espitia-Rangel et al. 2010).

There is a growing interest in amaranth plants due to their remarkable ability to adapt to abiotic stress conditions, such as drought and salinity (Huerta-Ocampo et al. 2014). Furthermore, amaranth grains have a higher protein content than traditional cereals and possess a well-balanced profile of essential amino acids and bioactive peptides (Bojórquez-Velázquez et al. 2019). Amaranth seeds also contain important phytochemicals, such as rutin and nicotiflorin, which exhibit high antioxidant activity (Barba de la Rosa et al. 2009). Despite the evidence highlighting amaranth as a promising species for producing high-quality food in semiarid and arid regions where other crops struggle to grow, little attention is paid to its cultivated varieties and even less to its wild relatives. Gaining a better understanding of the mechanisms that enable amaranth to adapt to climate conditions could inform strategies for developing highly productive crops (Estrada et al. 2021).

In this study, we examined the leaf transcriptome responses of amaranth to water deficit and salt stress, comparing the arable *A. hypochondriacus* with its highly salt-tolerant ancestor, *A. hybridus*. We classified differentially expressed genes (DEGs) as specific to the species or as responses to water deficit or salinity. Additionally, we analyzed the leaf metabolite profile using GC–MS. Our results provide insights into how amaranth species respond to and adapt to abiotic stresses.

## Materials and methods

### Plant material, growth conditions, and stress treatments

*Amaranthus hypochondriacus* cv. Nutrisol and *Amaranthus hybridus* lines were obtained from the National Institute of Forestry, Agricultural and Livestock Research (INIFAP), Texcoco, Mexico. The seeds were placed in a sterile wet substrate (BM2 Germination Mix; Berger, Saint Modeste, QC, Canada) and kept at 4 °C for 12 h. Subsequently, they were transferred to a growth chamber set at 25 °C and subjected to 12 h light/dark cycles. After 11 days in the growth chamber, the seedlings were moved to a greenhouse and planted in plastic pots that were 10 cm in diameter and 20 cm high. For each of the three experimental groups (control, water deficit, and salinity), 12 to 15 plants per species were placed. The plants were watered every third day for 19 days after entering the greenhouse until they were one month old at which point the treatments began. The stress treatments were implemented using a randomized complete block design. Control plants were watered, as mentioned above, throughout the experiment. For saline stress, 100 ml of 0.15 M NaCl was applied daily for 7 days, followed by 100 ml of 0.3 M NaCl for the next 4 days, and 100 ml of 0.5 M NaCl for the final 3 days. Plants subjected to water stress were kept without irrigation for 14 days during the treatment period. Plants showing delayed development, even before treatment, were excluded from the analysis. From three plants per treatment group (3 control, 3 salt stress, 3 drought stress), we collected mature, non-senescent leaves (specifically leaves 5, 6, and 7 from the apex of each plant) and pooled them. This constituted one replicate, and the experiment included three biological replicates. All samples were frozen in liquid nitrogen and stored at −80 °C.

### Sugars, phenolic compounds, flavonoids, and chlorophyll measurements

To extract total sugars, dried leaf samples (30 mg) were subjected to extraction with 1 ml of 80% methanol solution for 15 min at 80 °C. The samples were then centrifuged at 5000 g for 10 min, and the resulting pellet was washed sequentially with 0.5 ml of 50% methanol, 0.5 ml of 20% methanol, and water. All recovered supernatants were combined, concentrated using a speed vacuum drier, and re-suspended in 20% ethanol. An aliquot of 2 µl was then injected into an HPLC system (Agilent Technologies, Santa Clara, CA, USA) equipped with a SUGAR SP0810 column (Shodex, Showa Denko America Inc., NY, USA) at 80 °C, with a refractive index detector (RID) set to 50 °C. The mobile phase consisted of distilled water flowing at a rate of 0.3 ml/min. Glucose and sucrose standards were used to quantify the levels of glucose and sucrose in the samples.

To quantify total phenolic compounds, 20 µl of a methanolic extract was mixed with 780 µl of Milli-Q water, 50 µl of Folin–Ciocalteu reagent, and 150 µl of 20% N_2_CO_3_. The samples were incubated in the dark for two hours. A standard curve using gallic acid (GA) was employed to quantify the phenolic content in the samples. The absorbance of the samples was measured at 765 nm using a Multiskan microplate spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The results were reported as micrograms of gallic acid equivalents (GAE) per milligram on a dry weight basis (DW).

To quantify flavonoids, 200 µl of a methanolic extract was mixed with 800 µl of a 2% AlCl_3_ solution. The samples were then incubated in the dark for 10 min. A quercetin (Q) standard curve was prepared to determine the flavonoid content in the samples. The absorbance of the samples was measured at 430 nm using a Multiskan microplate spectrophotometer (Thermo Fisher Scientific). The results were reported as micrograms of Quercetin Equivalents (QE) per milligram of dry weight (DW).

For chlorophyll quantification, dried leaf samples (15 mg) were mixed with 1 ml of absolute methanol at room temperature. The mixture was agitated at 800 rpm in a ThermoMixer (Eppendorf AG, Hamburg, Germany) for 15 min in the dark. Afterward, the samples were centrifuged at 17,000 g for 10 min, and the supernatants collected in a clean tube. This extraction process was repeated two more times, and the supernatants were collected. As described by Warren et al. (2008), the absorbance of 200 μl of the extract was measured at 652 and 665 nm, and the reading corrected by dividing by 0.51. Chlorophyll a and b content was calculated using the following Eqs. (1 and 2):

1 $$Chlorophyll\,a\,\left( {\mu g/mg} \right) \, = \, \left( { - 8.096A_{652} + \, 16.517A_{665} } \right)/sample\,dry\,weight$$

2 $$Chlorophyll\,b\,\left( {\mu g/mg} \right) \, = \, \left( {27.44A_{652} {-} \, 12.167A_{665} } \right)/sample\,dry\,weight$$

### Identification of volatile and semi-volatile compounds by gas chromatography

The methanolic extracts of amaranth leaves were analyzed by GC–MS using a 7820A/5977E System (Agilent Technologies) equipped with a Zebron ZB5-MS column (30 m × 0.25 mm × 0.25 mm) from Phenomenex (Torrance, CA, USA). The operating conditions included injector and detector temperatures set at 250 °C and 280 °C, respectively. The temperature program began with a 10 min hold at 60 °C, followed by an increase of 3 °C per minute until it reached 240 °C, where it was maintained for an additional 10 min. Helium was used as the carrier gas at a flow rate of 1 ml/min, and the mass range analyzed was 40–400 m/z, with a scan rate of 1.0 s/s for sample analysis. The injector was operated in split-less mode at 250 °C. The mass spectrometer detector functioned in Electron Impact Ionization mode at 70 eV, utilizing both SIM and Scan modes. Compounds were identified by comparing the obtained spectra with the reference spectra in the NIST library database provided by the equipment.

### RNA sequencing, transcriptome assembly, and unigene functional annotation

Total RNA was extracted from three biological replicates of leaves from stressed (salinity or water deficit) and non-stressed (watered) plants using the TRIzol protocol specified by the manufacturer (Thermo Fisher Scientific). TruSeq libraries for all samples were sequenced on the Illumina NextSeq 500 1 × 75 high at the Advanced Genomics Unit facilities. Raw RNA-Seq data are available under Gene Expression Omnibus (GEO) accession number: GSE288330. The overrepresented sequences and the quality of the raw reads were determined using the FASTQC program (Andrews 2010). Low-quality reads (QC < 20), overrepresented sequences, and Illumina adapters were removed using the ILLUMINACLIP option in Trimmomatic (Bolger et al. 2014). Also, low-quality bases from the beginning or from the end (LEADING:15, TRAILING:15) were removed and reads longer than 30 bp (MINLEN:30) were conserved for further analysis.

Transcriptome assemblies of *A. hybridus* and *A. hypochondriacus* were obtained using TRINITY v2.1.1 (Haas et al. 2013) with the options "–normalize_reads" and "–trimmomatic", which are integrated into the TRINITY program. Transcript redundancy from Trinity "genes" was filtered out using CD-HIT (Li and Godzik 2006) at 90% sequence identity. Transcriptome quality was evaluated with BUSCO v2.0 using the eukaryote09 database (Simão et al. 2015).

The unigenes were compared using BLAST against the NCBI NR database (BLASTX, e value < 1e-^5^) for GO functional annotation of transcripts from *A. hybridus* or *A. hypochondriacus.* The BLAST results were loaded into the Java version of the blast2GO v2.3.5 program and mapped to the Gene Ontology database (Conesa and Götz 2008).

### DEG analysis of salinity and water-deficit treatments

High-quality reads of each library were mapped to the transcriptome of *A. hybridus* or *A. hypochondriacus* using the preset options “-very-sensitive” in the “-end-to-end” mode of BOWTIE2 v2.3.0 (Langmead and Salzberg 2012). An in-house bash script was used to count unique reads from the SAM files. Briefly, the command awk was used to get reads with FLAG alignments of 0 or 16. The reads were then removed with suboptimal alignment scores to obtain only reads with unique alignments to the reference (awk '{if ($2 =  = 0 || $2 =  = 16) print $0}' Ahyb_R1.trimm.sam | grep -v 'XS:i' |cut -f 3 |sort |uniq -c > RNAseq_R1_Uniq.tx t). A table count reads matrix was constructed in an R environment and used to identify DEGs with the edgeR package (Robinson et al. 2010). Pairwise analysis of stressed (water-deficit or salinity) plant samples vs control plant samples was carried out using the exact test of the edgeR package and filter parameters of FDR < 0.01 and log2FC > 2 or log2FC < −2.

Orthologs between *A. hybridus* and *A. hypochondriacus* were identified using OrthoFinder (Emms and Kelly 2019) with default parameters. Additionally, the proteomes of *A. thaliana* and *A. hypochondriacus* were sourced from Phytozome. To visualize the orthologs between the species under both stress and control conditions, transcripts per million (TPM) were used, and the "scale = row" option from the pheatmap package in R was applied for plotting.

### GO enrichment analysis of the DEG from salt and water-deficit stress

The DEGs from *A. hybridus* and *A. hypochondriacus* were categorized into up-regulated and down-regulated groups based on the type of stress—either water deficit or salinity. The topGO package (Alexa et al. 2006) was utilized to identify GO-enriched terms for the genes in both the up- and down-regulated groups, as well as for genes regulated specifically under salinity or water deficit in each *Amaranthus* species. GO terms with a *P* value of ≤ 0.05 and containing more than three genes in each category were considered to be overrepresented. To minimize redundancy among GO terms, the REVIGO tool (http://revigo.irb.hr) was used with the tiny option to search for similarity.

## Results

### *A. hypochondriacus* is highly tolerant to water-deficit and salt stress

To our surprise, amaranths were able to grow under saline conditions where other cereals cannot. We gradually increased the salt concentration to determine the conditions under which amaranths respond. When we applied 0.3 M and 0.5 M concentrations of NaCl, we noticed effects on the phenotype, indicating the high salinity tolerance of amaranths. Under control conditions, *A. hybridus*, a wild species, produces a high biomass; however, under stress, this biomass decreases significantly. Older leaves displayed signs of chlorosis, which were more pronounced in plants subjected to water deficit than those under salt stress (Fig. 1A). In contrast, *A. hypochondriacus*, an arable species, did not exhibit significant changes when subjected to water deficit or salt stress compared to those grown under control conditions (Fig. 1A). Despite the stress, all plants maintained their turgor and reached the reproductive stage without a time lag.

**Fig. 1:**
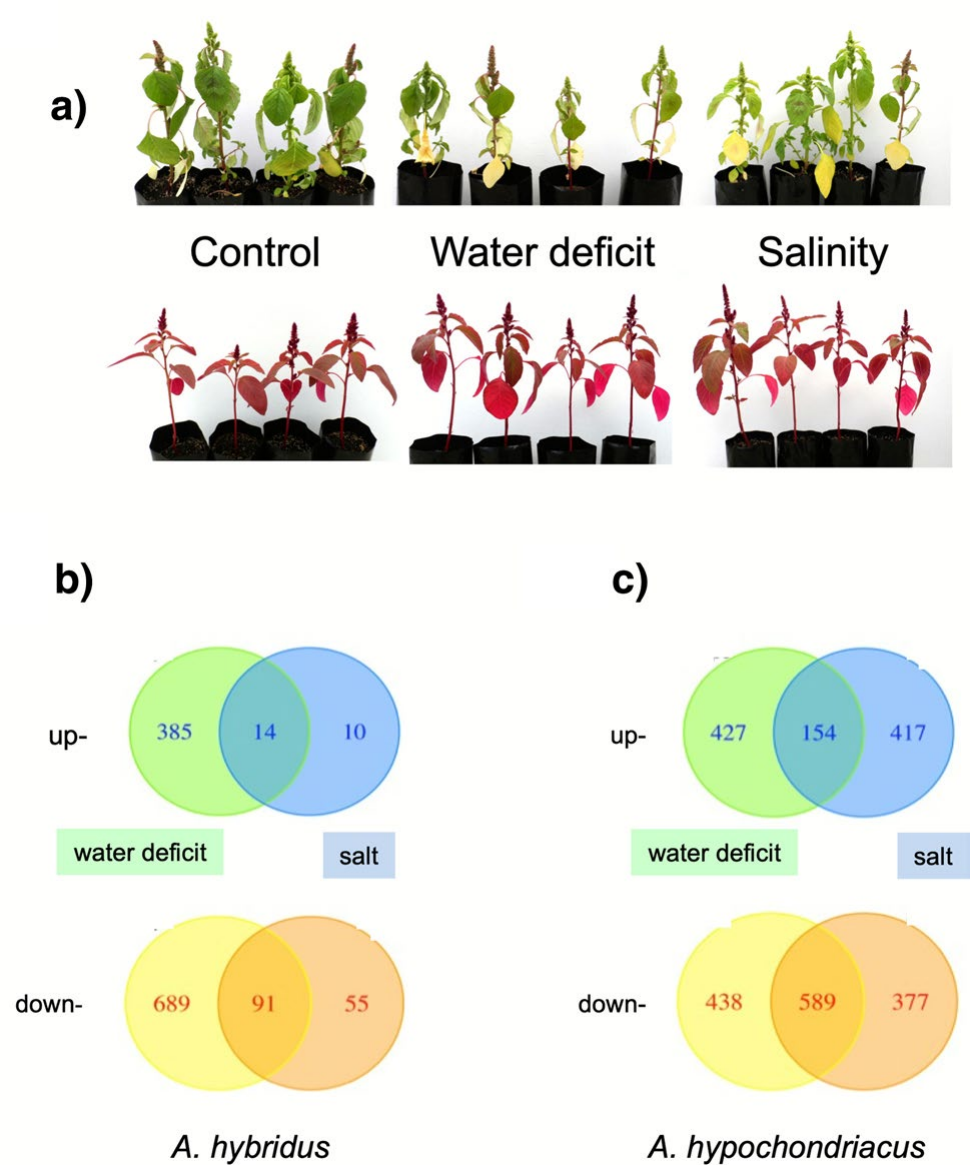
Response of the *Amaranthus* species to stress. **A** Phenotypic response. The photographs show representative plants of *A. hybridus* (top panels) and *A. hypochondriacus* (bottom panels) under the indicated conditions. **B** and **C** Transcriptomic response. Venn diagrams of up- and down-regulated genes when plants were subjected to water deficit or salt stress for *A. hybridus* (**B**) and for *A. hypochondriacus* (**C**)

### Amaranth species show contrasting transcriptome responses to high salinity

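Leaf RNA was sequenced from control, salt-stressed and water-deficit plants of *A. hybridus* and *A. hypochondriacus*, with 3 libraries per group and 18 libraries in all. Each library pooled leaves of 3 plants. Salt-stressed plants received 100 ml of 0.15 mol/l NaCl for 7 days, 0.3 mol/l for 4 days and 0.5 mol/l for 3 days, and water-deficit plants were not irrigated for 14 days. The authors mapped the reads of each library with Bowtie2 to the Trinity assembly of its own species. They deposited raw counts of reads per transcript for every library, without normalization, and these counts are analysed here. Only reads mapped to a single place were counted, so counts of transcripts with near-identical copies lack the shared reads. Each species has its own assembly, so levels were not compared between species. In *A. hybridus*, the median library held 23.5 M (mega) counts in controls (18.1 to 28.7), 15.8 M under salt (14.6 to 18.2) and 18.7 M under water deficit (16.8 to 28.3). The medians in *A. hypochondriacus* were 16.5 M (14.6 to 17.2), 18.9 M (17.2 to 20.5) and 13.6 M (10.9 to 15.9), in the same order.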

We obtained RNA sequencing libraries from the leaves of control plants, as well as plants subjected to water deficit and salt stress, from two species of amaranth. 

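Mapped counts, unlike raw reads, averaged 18.2 M per library over the 18 libraries, and a few transcripts held most of them. The most abundant transcript of *A. hybridus* (Ahybridus_DN13199_c0_g1_i1) took 62.8% to 71.9% of the counts of a library, and the 20 most abundant together took 85.9% to 98.7%. All other transcripts of this species shared 0.339 to 2.55 M counts per library, with 2.55 M in control 3 and at most 0.804 M in the other 8 libraries. In *A. hypochondriacus*, the most abundant transcript (AhypoNutrisol_DN26722_c2_g1_i1) took 21.2% to 25.0%, the 20 most abundant took 92.7% to 97.1%, and the others shared 0.320 to 1.50 M. Scaling factors computed by TMM ranged from 0.349 in control 1 to 4.95 in control 3 of *A. hybridus*, and from 0.676 to 1.81 in *A. hypochondriacus*.

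**Figure D1:**
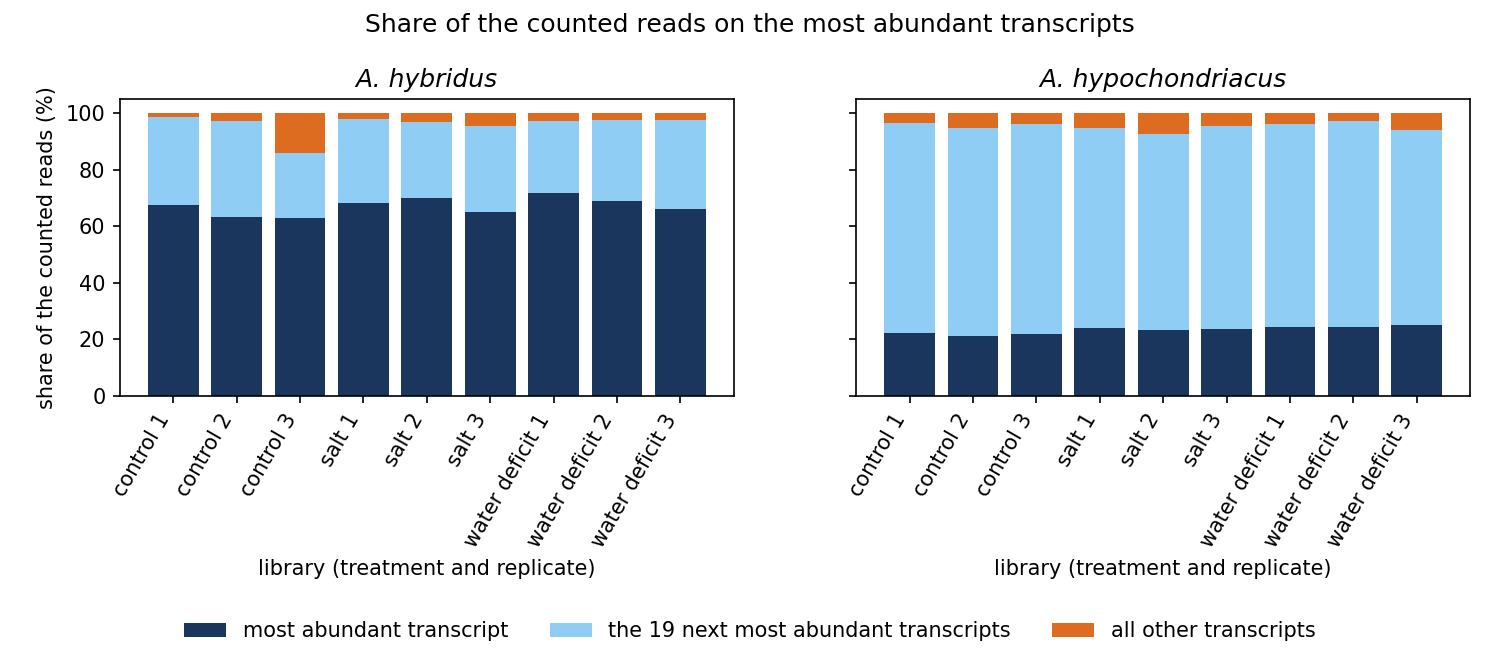
Share of the counts of each library on the most abundant transcript, on the 19 next most abundant transcripts and on all other transcripts of each species.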

The sequencing of 18 RNA libraries produced on average 19.71 million raw reads per library (Fig. S1). The RNA sequencing libraries from *A. hybridus* and *A. hypochondriacus* were assembled using the Trinity software. Specifically, 204,094,843 filtered reads were utilized for *A. hybridus*, resulting in the assembly of 30,156 non-redundant genes. 

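The deposited count table of *A. hybridus* holds 30155 transcripts. Its 9 libraries sum to 182676093 counts, and the paper's Table S1 gives 165813620 uniquely mapped reads.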

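The count table of *A. hypochondriacus* holds 30946 transcripts and 145468581 counts over its 9 libraries, and the paper's Table S1 gives 161235224 uniquely mapped reads.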

For *A. hypochondriacus*, 150,482,640 filtered reads were used, yielding 30,946 non-redundant genes (refer to Table S1). The quality of the assemblies was assessed using BUSCO with the eukaryotic database, which indicated a 63% completeness for *A. hybridus* and 65.1% for *A. hypochondriacus* (Table S1). These assemblies were used for further analyses.

We conducted pairwise comparisons of stress versus control leaves for both species. 

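DEGs were identified from the deposited counts with the quasi-likelihood test of edgeR, in a single fit per species on 9 libraries with TMM scaling. A transcript was tested where filterByExpr kept it, which left 9686 in *A. hybridus* and 12429 in *A. hypochondriacus*, with a median of 21 counts per library in each. A DEG had an FDR below 0.01 and an absolute log2FC above 1, the limits that the lists in Supplementary Files S1 and S2 use. Group values are CPM (mean ± SD, n = 3), and each log2FC is given with the standard error of the fit. The common dispersion was 0.0963 in *A. hybridus* and 0.0365 in *A. hypochondriacus*. On simulated counts with the library sizes and spread of *A. hybridus*, where 9062 transcripts were tested and 200 had been changed in salt libraries, the test called 168 of the 200 and made 1 false call. With those of *A. hypochondriacus*, where 10577 transcripts were tested, it called 184 of 200 and made 4 false calls. All 200 changes had an absolute log2FC of at least 2, and transcripts with the lowest levels were not changed. Recovery of smaller changes, down to the limit of 1, was therefore not measured. Scaling by library totals alone moves the median log2FC of all tested transcripts, which is −0.03 to 0.05 with TMM, to −0.93 under salt and −1.18 under water deficit in *A. hybridus* and to 0.77 and 0.38 in *A. hypochondriacus*, and to −0.24 and −0.38 for water deficit against salt. Directions are therefore relative to the bulk of transcripts.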

We used high-quality reads that uniquely mapped to the corresponding transcriptome assembly to identify DEGs. These DEGs were organized in Venn diagrams based on the conditions under which they were identified (Fig. 1B). 

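The quasi-likelihood test on all 9 libraries of *A. hybridus* called 1 DEG under salt, up-regulated, and 410 under water deficit, 93 up-regulated and 317 down-regulated. An unadjusted p under 0.05 was found for 738 transcripts under salt and 2384 under water deficit. Under salt, DESeq2 called 14 DEGs (6 up, 8 down), and the exact test of edgeR called 18 with the spread of 9 libraries and 26 with that of the 6 libraries compared. Library totals alone gave 18 DEGs under water deficit, all down-regulated. A setting with 2 libraries per group and 1 dispersion for all transcripts, chosen after seeing the data, called 170 and 1179. It used controls 1 and 2, salt 2 and 3, and water deficit 1 and 2. Over all 64 combinations of at least 2 libraries per group, the same test called 12 to 172 and 134 to 1182. By leaving out single libraries, edgeR called 3 under salt without control 1, and 0 without control 2, control 3, salt 1 or salt 3, where 537 to 1218 transcripts had an unadjusted p under 0.05. Under water deficit it called 979 without water deficit 3, 263 without control 2, 232 without control 3, 162 without water deficit 1 and 152 without water deficit 2. The single salt DEG encodes a glutathione S-transferase u19-like protein (Ahybridus_DN26590_c0_g1_i1). It had 0.235 ± 0.0793 CPM in controls and 2.62 ± 0.923 CPM under salt (n = 3), a log2FC of 3.73 (SE 0.40, FDR 0.00324). Its FDR was above 0.01 without control 2 (log2FC 3.87), control 3 (3.26), salt 1 (3.73) or salt 3 (3.39).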

Interestingly, *A. hybridus* showed fewer DEGs under high salinity stress (170) compared to water-deficit conditions (1179). Among these, 14 up-regulated and 91 down-regulated DEGs were common to both water deficit and salt stress. In contrast**,** *A. hypochondriacus* showed a similar number of DEGs under salinity (1537) and water deficit (1608) conditions, with 154 up-regulated and 589 down-regulated DEGs shared between the two stresses (Fig. 1B; Supplementary Files S1 and S2).

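Of the *A. hybridus* transcripts, 1 was a DEG under both stresses by the quasi-likelihood test, up-regulated in both. DESeq2 called 11 under both stresses, and the exact test with the spread of 9 libraries 15. Leaving out control 1 gave 3 shared DEGs and water deficit 3 gave 2. The number was 0 without control 2, control 3, salt 1 or salt 3 in the edgeR fits described above for salt. Both comparisons use the same 3 control libraries, which alone makes their fold changes go together. Across transcripts, which are not independent replicates, the correlation of both log2FCs was 0.56, and it was 0.48 on average (0.46 to 0.50) in 20 simulations in which neither stress has an effect and both are compared with the same controls.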

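In *A. hypochondriacus*, salt gave 1261 DEGs, 439 up-regulated and 822 down-regulated, and water deficit gave 1206, 342 up-regulated and 864 down-regulated. An unadjusted p under 0.05 was found for 4129 and 3935 transcripts. Between the stresses, 132 up-regulated and 526 down-regulated DEGs were shared, and 2 were DEGs in opposite directions. The correlation of the log2FCs across transcripts was 0.70, with a mean of 0.56 (0.55 to 0.57) in 20 simulations without stress effects against shared controls. Requiring an absolute log2FC above 2 together with the exact test on 6 libraries moved the numbers most, to 430 under salt and 366 under water deficit. Water deficit gave 789 DEGs without water deficit 3, and salt gave 920 to 1053 whichever library was left out. Under salt, 65.2% of the DEGs were down-regulated, and 15.9% with scaling by library totals alone. Under water deficit these shares were 71.6% and 48.5%. The numbers of DEGs were not tested between the species, which differ in assembly.

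**Figure D2:**
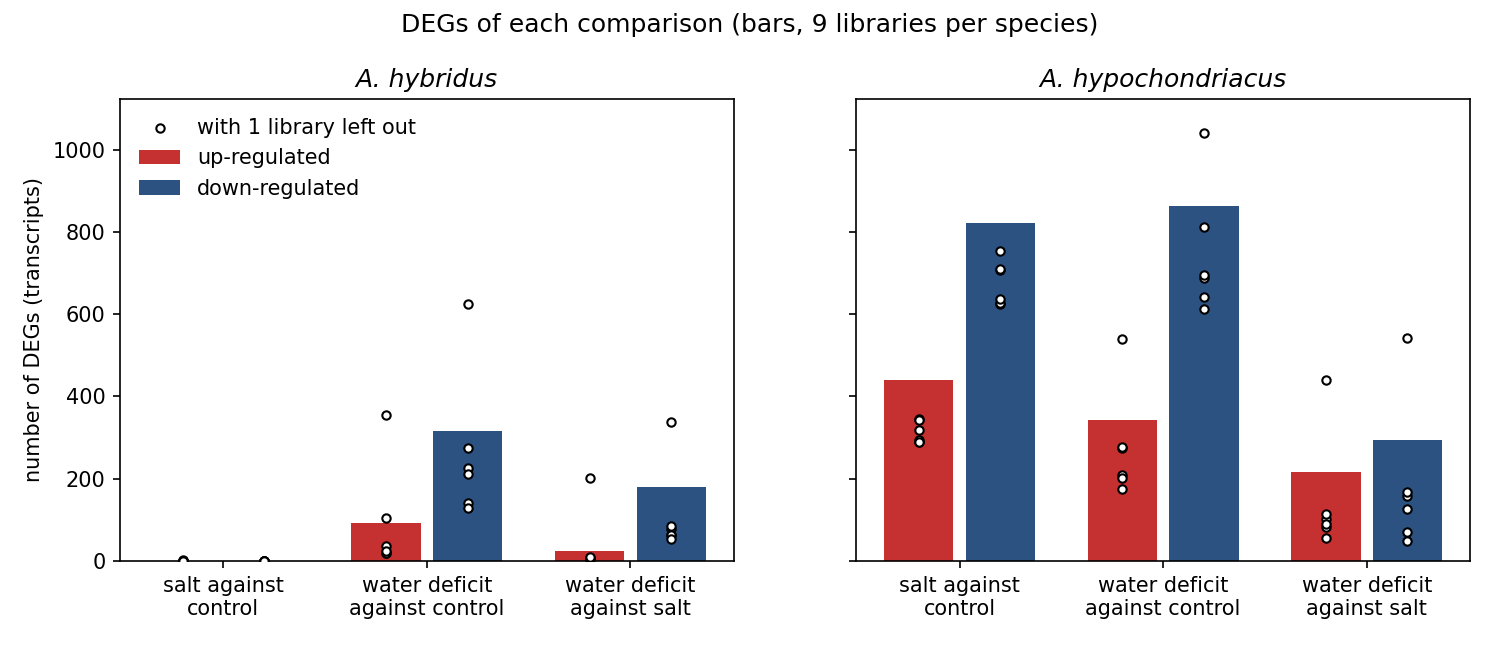
Numbers of up-regulated and down-regulated DEGs of *A. hybridus* and *A. hypochondriacus* in each comparison, by the quasi-likelihood test on 9 libraries per species with TMM scaling. Open circles give the numbers with 1 library left out.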

As mentioned above, *A. hybridus* exhibited signs of damage when experiencing water deficit, but not under salt stress. This observation aligns with the transcriptome results and supports the idea that *A. hybridus* is naturally adapted to thrive in saline soils. 

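Of the *A. hybridus* DEGs under water deficit against control with at least 1 log2 CPM on average, 26 up-regulated and 215 down-regulated ones had no overlap between the libraries of both groups. Chance gives this for 10% of unselected transcripts, and DEGs are selected for a difference. By log2FC, the strongest down-regulated one with a name was geraniol 8-hydroxylase-like (Ahybridus_DN6486_c0_g1_i1), from 5.45 ± 0.314 to 0.187 ± 0.0487 CPM (log2FC −4.87, SE 0.31, FDR 3.34e-06), followed by haloacid dehalogenase-like hydrolase 3 (−4.86, FDR 3.34e-06) and a chlorophyll a-b binding protein (−4.66, FDR 7.77e-05). The strongest up-regulated ones with a name were transcripts for a late embryogenesis abundant protein (log2FC 5.56, SE 0.93, FDR 0.00231), methionine gamma-lyase-like (5.33, FDR 0.00169) and inorganic pyrophosphatase 2-like (4.09, FDR 0.00478). All 3 were low in water deficit 3, at 0.447, 0.819 and 1.27 CPM, against group means of 5.33, 7.20 and 16.3 CPM. The late embryogenesis abundant transcript was no DEG without control 3 (log2FC 4.48), methionine gamma-lyase-like without control 2 (5.25) or control 3 (4.86). Of the single omissions, inorganic pyrophosphatase 2-like stayed a DEG only in that of water deficit 3, and had a log2FC of 3.93, 4.00 and 4.46 without control 1, 2 and 3 and of 4.00 and 3.36 without water deficit 1 and 2. By library totals alone all 3 lost their call (log2FC 4.80, 4.39 and 2.64), and the late embryogenesis abundant transcript also in counts thinned to the smallest library (4.90). Inorganic pyrophosphatase 2-like also lost it with the spread of 6 libraries (4.08) and with the replicate number as a block (3.60).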

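A direct test of water deficit against salt in *A. hybridus* called 205 DEGs, 25 higher and 180 lower under water deficit, with an unadjusted p under 0.05 for 1552 transcripts. Without water deficit 3 it called 539, without water deficit 1 72, without water deficit 2 63, and without salt 1, 2 or 3 it called 86, 68 and 90. Scaling by library totals alone, the same edgeR test called 0, with an unadjusted p under 0.05 for 222 transcripts, and the exact test on 9 libraries with TMM called 367.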

While *A. hypochondriacus* did not display any visible signs of stress, it responded strongly at the transcriptional level to both salt stress and water deficit.

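Among the DEGs of *A. hypochondriacus* under salt with at least 1 log2 CPM on average, 225 up-regulated and 466 down-regulated ones had no overlap between control and salt libraries. Chance gives this for 10% of unselected transcripts, and DEGs are selected for a difference. Among those with a name, the largest decreases were those of a haloacid dehalogenase-like hydrolase (AhypoNutrisol_DN6310_c0_g1_i1), from 79.0 ± 6.52 to 0.936 ± 0.407 CPM (log2FC −6.33, SE 0.43, FDR 2.53e-08), a glucose-6-phosphate/phosphate translocator (−5.81, FDR 1.27e-07) and a homeodomain-like protein (−5.30, FDR 7.45e-11). Of the largest increases among them, beta-galactosidase 12 went from 0.502 ± 0.254 to 19.1 ± 2.46 CPM (log2FC 5.23, SE 0.33, FDR 8.24e-09). A chaperone protein dnaJ had 3 counts over the control libraries and 478 over the salt libraries, a ratio of 78.1 relative to the scaled totals (exact 95% counting interval 26.6 to 379.9), and constans-like 14 had 3 and 312, a ratio of 51.0 (17.3 to 248.4). These intervals cover counting error only and not the spread between libraries. Each of these 6 transcripts was a DEG whichever library was left out.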

### Species-specific transcriptional responses

We categorized DEGs into species- and response-specific groups based on the transcriptome assemblies for *A. hybridus* and *A. hypochondriacus*. GO enrichments derived from the DEGs using topGO (*P* < 0.05) revealed distinct groups of up- and down-regulated genes in response to water deficit and salinity (see Figs. 2 and S2). 

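Of the 24 transcripts that Supplementary File S1 lists as up-regulated under salt in *A. hybridus*, 4 carry a GO name on response to stimulus. Their log2FCs were 1.93 to 4.05 (median 3.11), and the glutathione S-transferase u19-like transcript was the only DEG. The number was 2 without control 1, and 0 without control 2, control 3, salt 1 or salt 3, by the edgeR fits described above. Of the 146 listed as down-regulated, 21 carry a GO name on metabolic process, with log2FCs of −2.31 to −0.06 (median −0.65). The quasi-likelihood test called none of these 21. By library totals alone 15 of them had a log2FC below zero (median −0.17), against all 21 with TMM. Both lists were selected by the study on these libraries, and no enrichment was tested.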

Under salt stress, *A. hybridus* exhibited up-regulated gene groups associated with responses to stimuli, while metabolic processes were down-regulated. 

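The list of transcripts up-regulated under water deficit in *A. hybridus* is in hand in full (399 transcripts), and GO names on ubiquitination are carried by 5 of them, on glutamine metabolism by 2 and on hexose metabolism by 11. Of these, 2, 1 and 3 were DEGs, and 9 of the 11 were tested. The median log2FCs were 1.68, 1.87 and 1.71, and 0.38, 0.69 and 0.50 by library totals alone, where 4 of 5, 1 of 2 and 6 of 9 were above zero. Without water deficit 3 the numbers of DEGs were 4, 2 and 9. Ubiquitination had 1 DEG without each of the other libraries. Glutamine metabolism, whose single DEG is a CTP synthase-like transcript with a log2FC of 2.58, had none without control 3, water deficit 1 or water deficit 2. Hexose metabolism had 1 without control 3 and none without control 2, water deficit 1 or water deficit 2.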

In conditions of water deficit, this species showed up-regulation of genes involved in ubiquitination, dicarboxylic acid metabolism, glutamine metabolism, and hexose metabolism. Conversely, the down-regulated genes were linked to glutamate receptors, reactive nitrogen species, sulfur compound metabolic process, ribosome biogenesis, and the photosynthetic light reaction.

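From the paper's list of 780 transcripts down-regulated under water deficit in *A. hybridus*, 59 are in hand. Of these, 3 carry a GO name on photosynthesis, with a median log2FC of −4.15, and 2 of them were DEGs in the fit on 9 libraries, the chlorophyll a-b binding protein named above and a photosystem I reaction center subunit. The latter, Ahybridus_DN6148_c0_g1_i1, fell from 12.9 to 0.755 CPM, and is also the single transcript with a GO name on sulfur compound metabolism. The 3rd, a rubisco small subunit, had a log2FC of −2.50 (FDR 0.0303).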

**Fig. 2:**
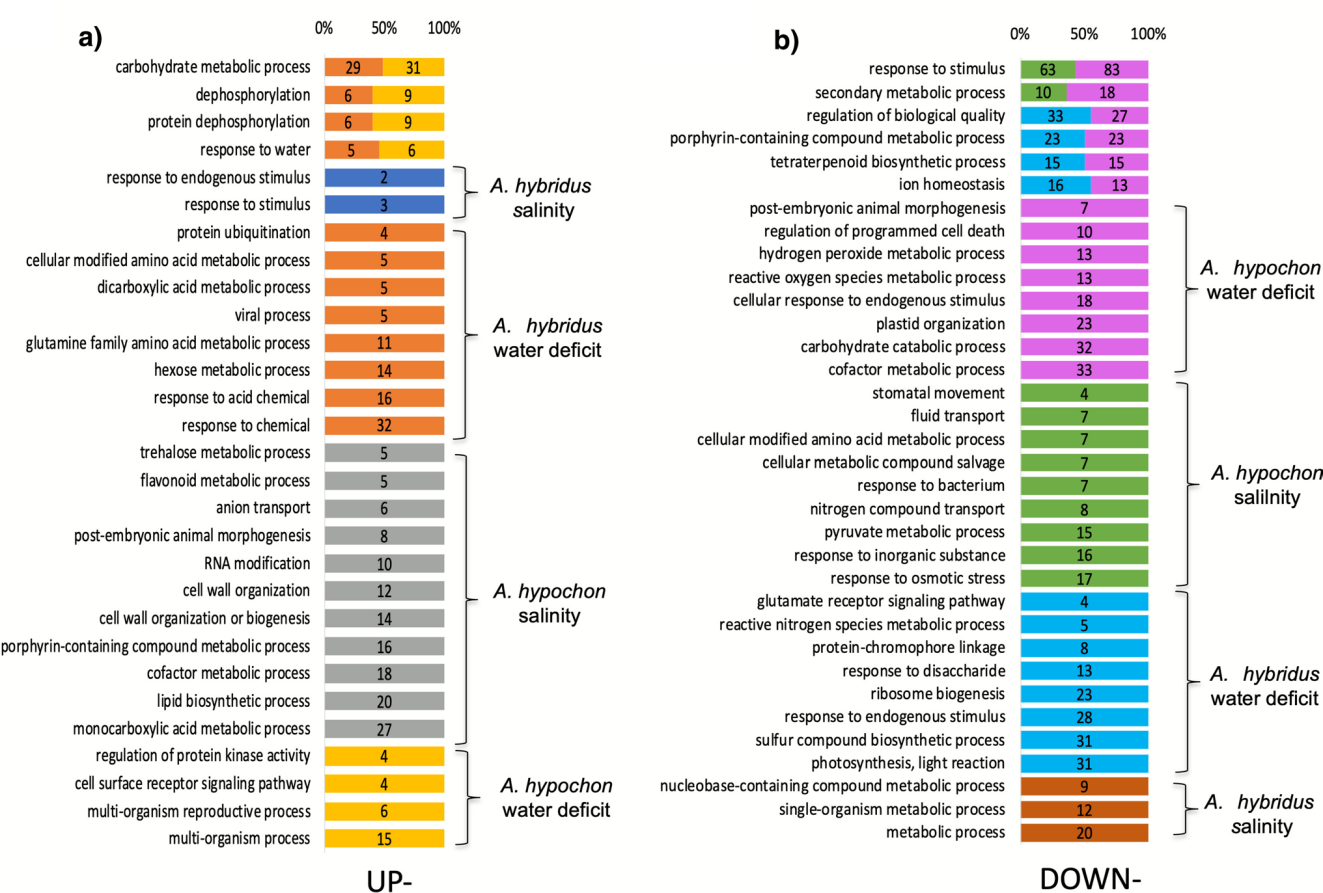
GO term enrichments of differentially expressed genes in response to stress. GO terms enriched in genes up-regulated (**A**) and down-regulated (**B**) in *A. hybridus* and *A. hypochondriacus* when subjected to water deficit or salt stress

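Supplementary File S2 lists 571 transcripts as up-regulated under salt in *A. hypochondriacus*, all in hand. Of 5 with a GO name on trehalose, 4 were DEGs (median log2FC 1.27, range 1.05 to 2.56). For flavonoid metabolism these values were 6 of 7 (1.98, 1.58 to 2.71), for anion transport 1 of 1 (1.09), for RNA modification 10 of 10 (1.68, 1.04 to 2.21) and for cell wall 13 of 15 tested (1.70, 1.18 to 2.91). The trehalose group had 2 DEGs without control 1, control 2 or salt 2, and 1 without control 3 or salt 3. The anion transport transcript was no DEG without control 3 or salt 2. RNA modification had 5 without control 1, 6 without control 2, 4 without control 3 and 2 without salt 2. The flavonoid and cell wall groups had 4 to 6 and 10 to 16 DEGs over all single omissions. By library totals alone the medians were 2.04 for trehalose, 2.73 for flavonoid metabolism, 1.86 for anion transport, 2.45 for RNA modification and 2.47 for cell wall. That scaling moves the median of all tested transcripts under salt to 0.77.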

In *A. hypochondriacus*, a specific set of up-regulated genes under salinity stress was associated with processes related to trehalose and flavonoid metabolism, anion transport, RNA modification, and cell wall organization or biogenesis. Additionally, these genes were linked to porphyrin-containing compound and cofactor metabolism, as well as lipid biosynthesis and monocarboxylic acid metabolism. Conversely, the down-regulated genes were related to stomatal movement, fluid transport, responses to bacteria, and the pyruvate metabolic process. 

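In the same list, all 14 transcripts with a GO name on porphyrin-containing compounds, 7 on cofactor metabolism, 6 on lipid biosynthesis and 2 on monocarboxylic acid metabolism were DEGs, with median log2FCs of 1.50, 1.54, 1.48 and 1.45. By library totals alone these medians were 2.29, 2.29, 2.27 and 2.23. The porphyrin group had 6 DEGs without control 1, 4 without control 3, 9 without salt 1 and 5 without salt 2, and lipid biosynthesis had 3 without control 1.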

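Of the 966 transcripts that the paper lists as down-regulated under salt in *A. hypochondriacus*, 599 are in hand. A GO name on stomatal movement is carried by 1 of these, an E3 ubiquitin ligase COP1 transcript that fell from 1.88 to 0.507 CPM (log2FC −1.80) and was a DEG. On fluid transport, 2 of 3 were DEGs (median log2FC −1.64), on response to bacteria 2 of 3 (−2.37) and on pyruvate metabolism 14 of 15 tested (−1.39, range −2.96 to −1.18). By library totals alone the log2FC of the COP1 transcript was −1.01. The medians of the other groups were −0.89, −1.58 and −0.58, in the order given.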

Under conditions of water deficit, we observed up-regulation of genes associated with kinase activity and cell surface receptors. In contrast, down-regulated genes were connected to plastid organization, reactive oxygen species (ROS) and hydrogen peroxide metabolism, programmed cell death, and carbohydrate catabolism (see Fig. 2).

We identified the orthologs of *A. hybridus*, *A. hypochondriacus*, and *Arabidopsis thaliana* using OrthoFinder and the genome of *A. hypochondriacus* (Supplementary File S3). The expression levels of DEGs orthologous to *A. hybridus* and *A. hypochondriacus*, normalized to transcripts per million (TPM), are displayed in Fig. 3A. Hierarchical clustering, based on the Euclidean distance method, grouped the DEGs into species-specific clusters that exhibited correlated expression patterns.

**Fig. 3:**
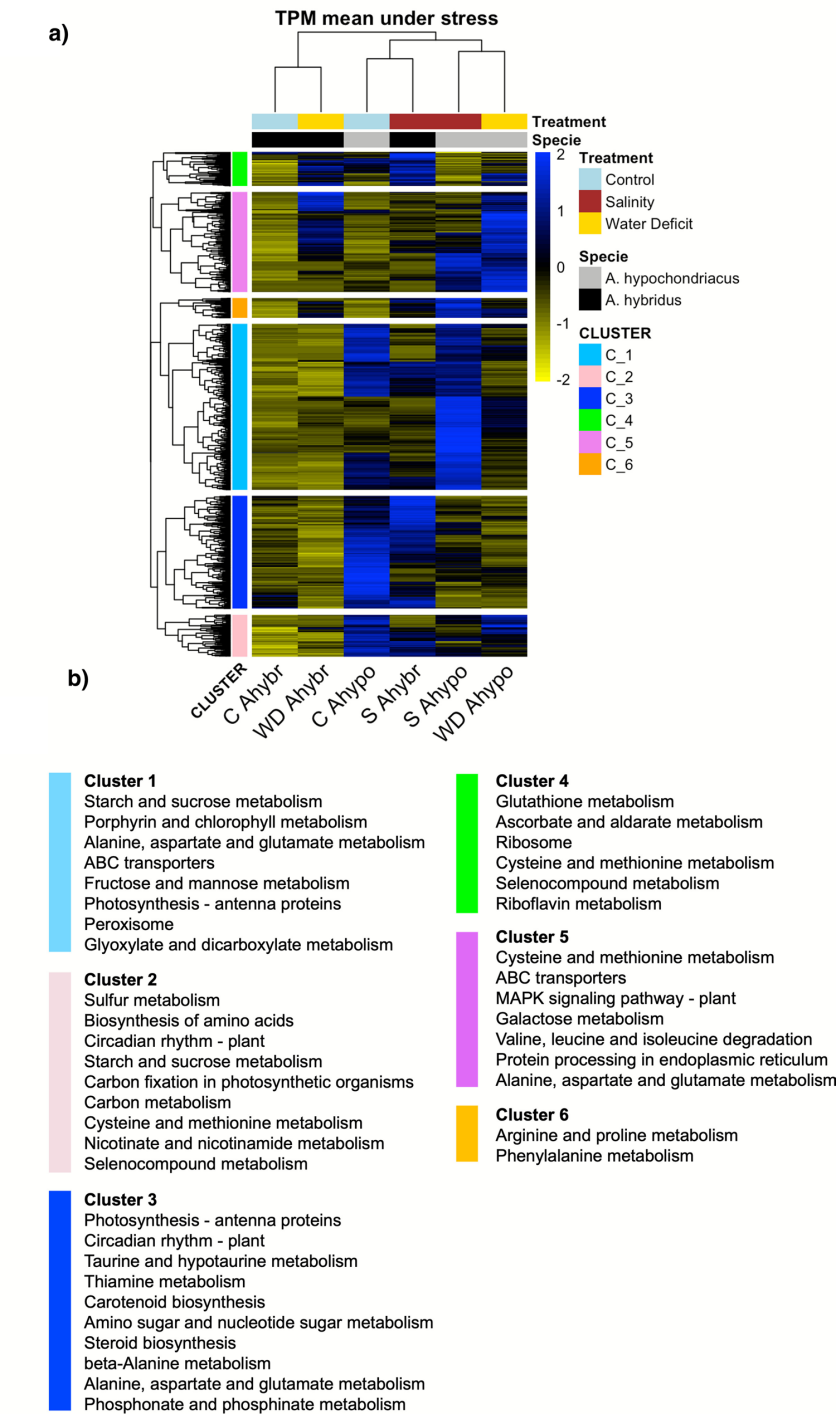
Expression profile of *A. hybridus* and *A. hypochondriacus* orthologs. **A** Heat map shows the comparison of the Z-scores for transcripts per million (TPM) of orthologs from both species under control conditions and under water deficit or salt stress. TPM values were Z-score transformed using the pheatmap package ("scaled = row") in R. **B** GO terms enriched in the main clusters shown in **A**

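Supplementary File S3 names 33 *A. hypochondriacus* transcripts for cluster 1, all of them tested. The study chose the lists of File S3 on these libraries, so they are not independent evidence, and transcript lengths and the ortholog pairs behind the TPM values are not used here. Under salt the median log2FC was −0.41, with 9 DEGs up-regulated and 6 down-regulated (adjusted over the list alone, 9 and 7). Under water deficit it was −1.20, with 19 DEGs, all down-regulated (adjusted over the list alone, 21). The 16 transcripts that the file marks as high under salt had a median log2FC of 1.13 under salt, with 9 DEGs, all up-regulated, and of −0.33 under water deficit, with 6 DEGs, all down-regulated. For the 11 marked as high under both control and salt the medians were −1.16 and −1.54, with 4 and 8 DEGs, all down-regulated. Scaling by library totals alone turned the median of cluster 1 under salt to 0.33. Over single omissions it was −0.55 to −0.35, and −1.51 to −1.02 under water deficit.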

Cluster 1 consists of two sub-clusters that group DEGs showing high expression levels in *A. hypochondriacus* under both control conditions and increased expression levels under salt stress (Fig. 3A). These DEGs are associated with the biosynthesis of secondary metabolites, starch and sucrose metabolism, porphyrin and chlorophyll metabolism, amino acid metabolism (specifically alanine, aspartate, and glutamate), as well as sugar metabolism (fructose and mannose). Additionally, this cluster includes genes related to photosynthesis, peroxisome metabolism, glyoxylate and dicarboxylate metabolism, the ABC14 gene involved in stomatal aperture regulation, and ABC13, which plays a key role in auxin homeostasis (Fig. 3B).

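The ABCB14 transcript (AhypoNutrisol_DN9061_c0_g1_i1) had 3.12 ± 1.51 CPM in controls (n = 3), 1.14 ± 0.306 CPM under salt (log2FC −1.41, SE 0.32, FDR 0.00457) and 1.03 ± 0.414 CPM under water deficit (−1.54, SE 0.36, FDR 0.00613). It was no DEG under salt without control 1 (log2FC −1.52), control 3 (−0.95), salt 2 (−1.44) or salt 3 (−1.27). Under water deficit the same held without control 1 (−1.64), control 3 (−1.08), water deficit 1 (−1.24) or water deficit 3 (−1.91). ABCB13 went from 3.87 ± 0.498 to 1.30 ± 0.285 CPM under salt (log2FC −1.55, SE 0.23, FDR 8.82e-05) and 1.13 ± 0.360 CPM under water deficit (−1.77, SE 0.26, FDR 0.000101), and was a DEG whichever library was left out. By library totals alone neither was a DEG (salt −0.61 and −0.77, water deficit −1.12 and −1.38). In counts thinned to the smallest library, ABCB13 was no DEG under salt (−1.43), nor ABCB14 under salt (−1.48) or water deficit (−0.84), and with the spread of 6 libraries ABCB14 was none under water deficit (−1.48).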

Cluster 2 encompasses genes that are highly expressed in *A. hypochondriacus* under control conditions and during water deficit (Fig. 3A). This cluster primarily consists of genes enriched in functions related to sulfur metabolism, carbon fixation, carbon metabolism, and the metabolism of nicotinate and nicotinamide, as well as cysteine, methionine, and selenium compounds (Fig. 3B).

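For cluster 2, File S3 names 19 *A. hypochondriacus* transcripts. Relative to control, their median log2FC was −1.23 under salt, with 16 DEGs (adjusted over the list alone, 18), and −0.86 under water deficit, with 7 DEGs (adjusted over the list alone, 7), all down-regulated. Water deficit against salt gave a median log2FC of 0.72 with 3 DEGs, all higher under water deficit (adjusted over the list alone, 4). The medians ranged from −1.37 to −1.21 under salt and from −0.99 to −0.75 under water deficit when single libraries were left out.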

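File S3 lists 38 *A. hypochondriacus* transcripts under cluster 3, of which 37 were tested. The median log2FC was −2.02 under salt and −2.31 under water deficit, with 32 and 30 DEGs, all down-regulated (adjusted over the list alone, 32 and 31). Leaving out single libraries gave medians of −2.14 to −1.91 and of −2.37 to −2.19. Scaling by library totals alone gave −1.25 and −1.95.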

Cluster 3 is divided into two sub-clusters, highlighting the most notable differences between the two species, *A. hypochondriacus* and *A. hybridus*, particularly under salt stress conditions (Fig. 3A; Supplementary File S3). The first subcluster features the genes of *A. hypochondriacus* that are highly expressed, which are enriched in various functions including photosynthesis, metabolism of amino sugars and nucleotide sugars, thiamine and porphyrin metabolism, chlorophyll metabolism, biosynthesis of secondary metabolites, circadian rhythm, and glycolysis/gluconeogenesis. 

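Of the 20 transcripts marked as high in *A. hypochondriacus*, 19 were tested, with a median log2FC of −2.69 under salt and −3.05 under water deficit and 18 DEGs under each stress. Inositol oxygenase 1 (AhypoNutrisol_DN7924_c0_g2_i1) went from 30.2 ± 4.56 CPM in controls to 2.21 ± 0.188 CPM under salt (log2FC −3.76, SE 0.23, FDR 6.64e-09) and 5.48 ± 1.75 CPM under water deficit (−2.50, SE 0.22, FDR 5.10e-07). Adenylate kinase 2 fell from 31.7 ± 8.07 to 10.4 ± 2.00 CPM under salt (log2FC −1.60, SE 0.23, FDR 6.52e-05; −0.83 and no DEG by library totals alone) and to 2.84 ± 0.839 CPM under water deficit (−3.53, SE 0.26, FDR 8.52e-08).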

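The 18 *A. hypochondriacus* transcripts listed for the part of cluster 3 marked as high in *A. hybridus* had a median log2FC of −1.54 under salt, with 14 DEGs, and −1.40 under water deficit, with 12 DEGs (adjusted over the list alone, 14 and 13), all down-regulated. The levels of their *A. hybridus* orthologs were not analysed here. Alanine aminotransferase 2 (AhypoNutrisol_DN7703_c0_g2_i1) fell from 115 ± 28.7 to 26.9 ± 4.93 CPM under salt (log2FC −2.10, SE 0.29, FDR 4.59e-05) and 11.2 ± 4.81 CPM under water deficit (−3.39, SE 0.31, FDR 6.94e-07). Glutamate decarboxylase 1 fell from 14.8 ± 0.307 to 5.05 ± 0.418 and 4.56 ± 0.183 CPM (−1.55, FDR 2.20e-06 and −1.70, FDR 1.74e-06; −0.79 and −1.34 and no DEG by library totals alone). Of the other 10 named transcripts, 7-dehydrocholesterol reductase, peroxidase 56 and 5'-adenylylsulfate reductase 3 were DEGs under both stresses, with log2FCs of −3.74 to −2.92 whichever stress. Cycloartenol-C-24-methyltransferase was also a DEG under both, with −1.54 and −1.28, the latter not without control 2 (−1.23) or water deficit 3 (−1.03), and neither by library totals alone (−0.76 and −0.91). SHMT4 was a DEG under salt (−1.17), not without control 2 (−1.18), control 3 (−1.05), salt 1 (−1.12) or salt 2 (−1.06), by library totals alone (−0.43) or in thinned counts (−0.87). Glutathione hydrolase 3 was one under salt (−1.29; −0.55 by library totals alone), lipoxygenase 6 (−1.40; −1.08) and the uracil phosphatase (−1.21; −0.86) under water deficit, none of them by library totals alone. LPLAT1 and the glycerate dehydrogenase HPR were DEGs under neither stress, except under water deficit without water deficit 2 (−1.45 and −1.02), and LPLAT1 also at an FDR limit of 0.05 (−1.22). By library totals alone, the log2FC under salt of HPR changed from −0.62 to 0.14 and that of the uracil phosphatase from −0.75 to 0.00.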

The second sub-cluster consists of genes from *A. hybridus* that are highly expressed under salt stress. These genes relate to several metabolic pathways, including taurine and hypotaurine metabolism, steroid biosynthesis, cyanoamino acid metabolism, general amino acid metabolism (specifically for alanine, aspartate, glutamate, beta-alanine, glycine, serine, and threonine), phosphonate and phosphinate metabolism, linoleic acid metabolism, and glyoxylate and dicarboxylate metabolism, as well as glycerophospholipid metabolism (Fig. S3).

Cluster 4 represents a relatively small set of genes that exhibit high levels of expression in *A. hybridus* under water deficit and salt stress (Fig. 3A). This cluster is characterized by its enrichment in genes involved in glutathione, ascorbate, riboflavin, and aldarate metabolism, cysteine, methionine, and seleno-compound metabolism, and ribosomes (Fig. 3B).

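In *A. hypochondriacus*, 14 of the 15 transcripts that File S3 names for cluster 4 were tested. Their median log2FC was −1.68 under salt, with 2 DEGs, both down-regulated (adjusted over the list alone, 1 up-regulated and 4 down-regulated), and −0.47 under water deficit, with 1 up-regulated and 1 down-regulated. The water-deficit median was 0.25 without water deficit 3, −0.04 without control 3, −0.86 without control 1 and −1.18 without water deficit 2. Levels of the *A. hybridus* orthologs were not analysed as a cluster.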

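Of the listed DEGs of *A. hybridus* with glutathione S-transferase in their description, the u19-like one named above had 2.19 ± 0.242 CPM under water deficit (log2FC 3.46, SE 0.40, FDR 0.000200) and was a DEG there whichever library was left out, but not by library totals alone (2.49). A chloroplastic-like one (Ahybridus_DN27891_c0_g1_i1) had 0.189 ± 0.271 CPM in controls, 1.84 ± 0.448 CPM under salt (log2FC 4.05, SE 0.66, FDR 0.0799) and 1.73 ± 0.451 CPM under water deficit (3.95, SE 0.66, FDR 0.00231). It was a DEG under salt without control 1 (log2FC 4.98), with DESeq2 (3.98), with the exact tests on 9 and 6 libraries (4.06 and 4.04), without a filter (3.97), and with a common dispersion on all or on the study's libraries (4.17 and 3.29, chosen after seeing the data). Under water deficit it was no DEG without control 3 (3.19), with the spread of 6 libraries (3.89), by library totals alone (3.14) or in thinned counts (3.62). L-ascorbate peroxidase 1 went from 0.328 ± 0.325 to 1.37 ± 0.329 CPM under salt (2.50, SE 0.50, FDR 0.109) and 1.78 ± 0.294 CPM under water deficit (2.86, SE 0.49, FDR 0.00268), where it was no DEG without control 2 (2.55), control 3 (2.43) or water deficit 1 (2.69), with the spread of 6 libraries (2.80) or by library totals alone (1.98). Under salt it was one with DESeq2 (2.45) and with the exact tests on 9 and 6 libraries (2.53 and 2.50), among others. A DHAR2-like and a further glutathione S-transferase were not DEGs under water deficit (1.67, FDR 0.147 and 1.55, FDR 0.0680), except the latter without water deficit 3 (1.95) and with a common dispersion on all libraries (1.67), and both in the study's libraries with either test (2.60 and 2.38 by the quasi-likelihood test). The settings other than the omission were chosen after seeing the data.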

Cluster 5 is divided into two sub-clusters. The first sub-cluster encompasses genes that show high expression levels under both stresses in *A. hypochondriacus* (Fig. 3A and Supplementary File S3)*.* This sub-cluster is enriched in DEGs related to ABC transporters and MAPK signaling pathways. 

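Cluster 5 holds 30 *A. hypochondriacus* transcripts in File S3, of which 23 were tested, with a median log2FC of 0.85 under salt (9 DEGs) and 1.75 under water deficit (16 DEGs; adjusted over the list alone, 17), all up-regulated. Of the 4 that File S3 marks as up under S in *A. hypochondriacus*, 3 were tested. Their medians were 0.85 under salt and 1.23 under water deficit, with 1 and 2 DEGs. The paper describes the first sub-cluster as high under both stresses. ABCB1 (AhypoNutrisol_DN8314_c1_g1_i1) went from 4.90 ± 0.590 to 7.16 ± 0.872 CPM under salt (log2FC 0.55, SE 0.19, FDR 0.0522) and 8.79 ± 1.93 CPM under water deficit (0.86, SE 0.20, FDR 0.00525), and of all single omissions was a DEG only under water deficit without water deficit 2 (1.01). ABCC13 was below the filter, at 0.159 ± 0.0141 CPM in controls, 0.396 ± 0.0547 CPM under salt and 0.715 ± 0.103 CPM under water deficit. The cluster medians were 0.63 to 0.84 under salt and 1.53 to 2.01 under water deficit over single omissions.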

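Of the 20 transcripts of cluster 5 that File S3 marks as high under water deficit in *A. hybridus*, 14 were tested in *A. hypochondriacus*, with a median log2FC of 0.54 under salt (4 DEGs) and 1.90 under water deficit (12 DEGs; adjusted over the list alone, 13). The alanine-glyoxylate aminotransferase 2 homolog 1 (AhypoNutrisol_DN27375_c0_g1_i1) went from 1.87 ± 0.511 CPM in controls to 5.36 ± 1.10 CPM under salt (log2FC 1.51, SE 0.27, FDR 0.000674; 1.27 and no DEG in thinned counts) and 6.19 ± 2.31 CPM under water deficit (1.75, SE 0.28, FDR 0.000244), and branched-chain aminotransferase 2 from 0.544 ± 0.325 to 2.36 ± 0.456 (2.05, SE 0.38, FDR 0.000804) and 2.70 ± 0.967 CPM (2.26, SE 0.39, FDR 0.000489). Galactinol-sucrose galactosyltransferase 2 had 1.82 ± 0.324 CPM in controls, 0.935 ± 0.314 CPM under salt (−1.01, SE 0.79, FDR 0.409) and 21.8 ± 18.1 CPM under water deficit (3.62, SE 0.67, FDR 0.000890). Its counts under water deficit were 403, 7 and 744 in the 3 libraries, and it was no DEG without control 1 (3.50) or control 2 (3.62).

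**Figure D3:**
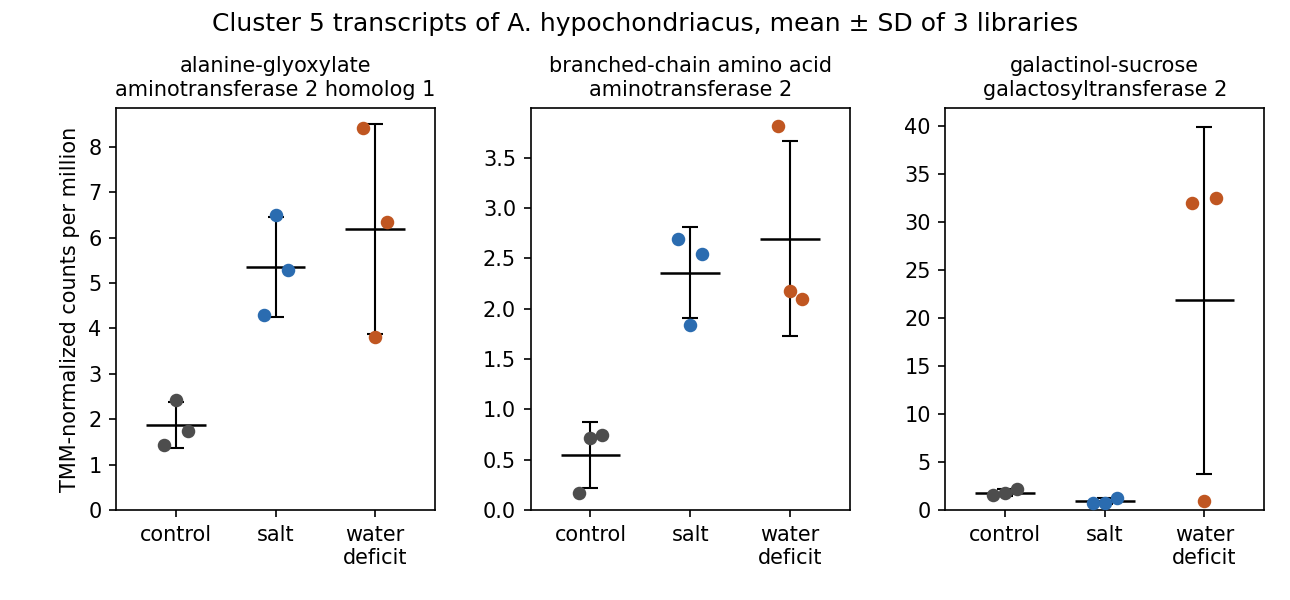
CPM with TMM scaling of the alanine-glyoxylate aminotransferase 2 homolog 1, branched-chain aminotransferase 2 and galactinol-sucrose galactosyltransferase 2 transcripts in each library of *A. hypochondriacus*.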

The second sub-cluster includes genes that are highly expressed in both species under water deficit conditions. This subcluster encompasses genes involved in galactose metabolism, the degradation of amino acids (specifically valine, leucine, and isoleucine), and protein processing in the endoplasmic reticulum (Fig. 3B and Supplementary File S3).

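File S3 gives 3 *A. hypochondriacus* transcripts for cluster 6. Their median log2FC was 1.32 under salt, with 1 DEG (adjusted over the list alone, 3), 1.07 under water deficit, and −0.80 for water deficit against salt. The DEG, 3-ketoacyl-CoA synthase 6 (AhypoNutrisol_DN7918_c0_g1_i1), went from 3.95 ± 0.552 to 9.06 ± 1.89 CPM under salt (log2FC 1.19, SE 0.20, FDR 0.000370) and 5.28 ± 0.961 CPM under water deficit (0.39, SE 0.22, FDR 0.234). N-carbamoylputrescine amidase had a log2FC of 1.32 (SE 0.35, FDR 0.0125) under salt, and was a DEG there with both exact tests of edgeR (1.33 and 1.35), among others. Under water deficit it was a DEG at an FDR limit of 0.05 (1.15), and no transcript of the cluster was one by the quasi-likelihood test at 0.01. The probable amidase had 1.94 (SE 0.55, FDR 0.0176) under salt and was a DEG with the exact test on 9 libraries (1.89), by library totals alone (2.75), without a filter (1.98), at an FDR limit of 0.05 and without salt 3 (2.21), among others. The median under water deficit was 0.65 without water deficit 3, and the 2 medians were 1.13 to 1.66 and 0.65 to 1.29 over all omissions.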

Genes in cluster 6 represent a salt stress specific responsive gene set for *A. hypochondriacus* (Fig. 3A). These genes are related to arginine, proline, and phenylalanine metabolism (Fig. 3B).

### Sugars, phenolic compounds, and chlorophyll contents undergo significant changes in amaranth leaves in response to abiotic stress

Under control conditions, glucose accumulation was higher in *A. hypochondriacus* (Fig. 4A, red bars) than *in A. hybridus* (Fig. 4A, green bars)*.* However, under water deficit, glucose levels decreased in *A. hypochondriacus* to a level similar to that of *A. hybridus* under control and water deficit conditions. In response to salt stress, glucose levels decreased in *A. hybridus*, while *A. hypochondriacus* showed no significant changes compared to control conditions (Fig. 4A).

**Fig. 4:**
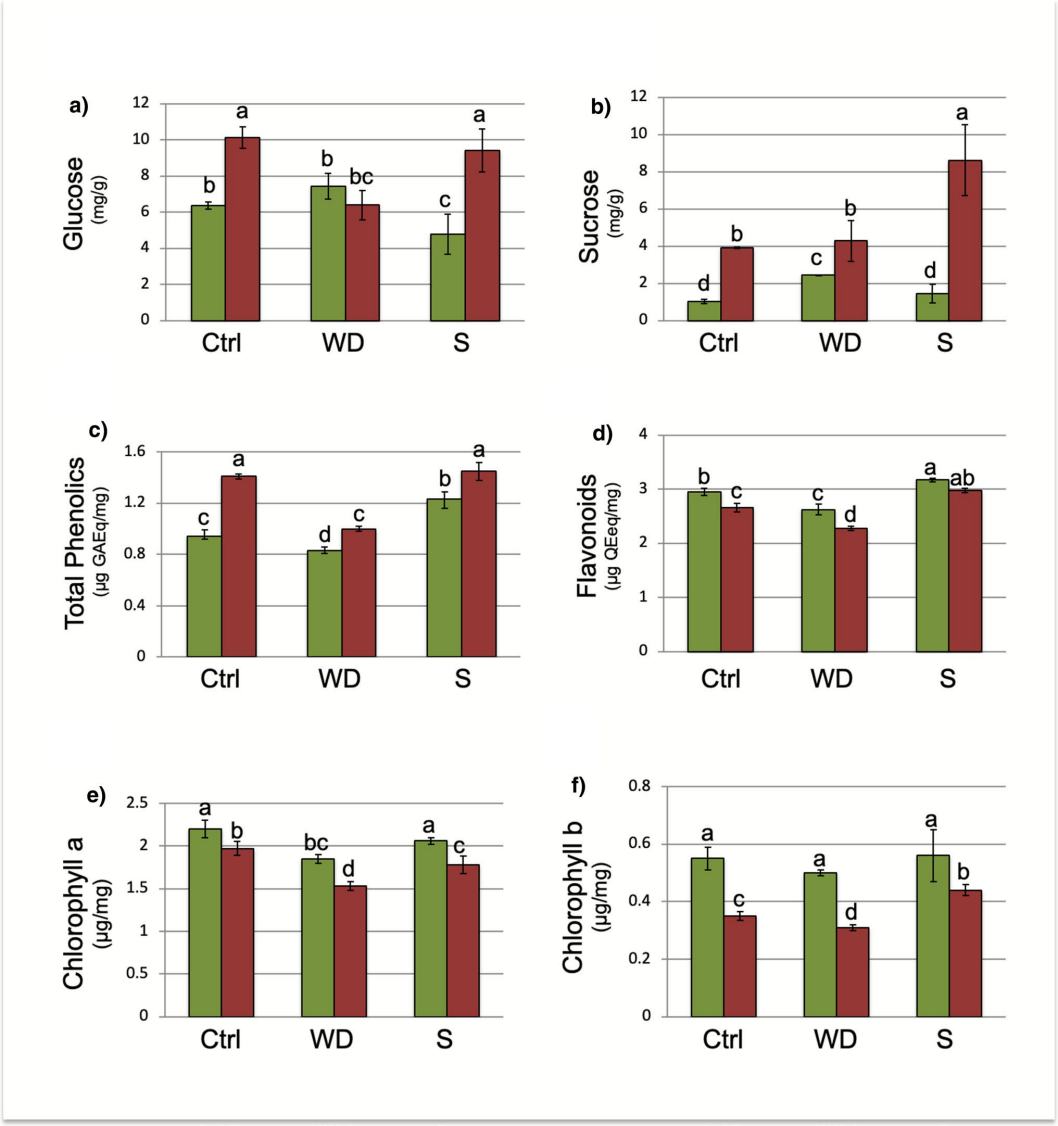
Endogenous content of key metabolites in amaranth leaves under stress conditions. Green bars, *A. hybridus*; Red bars, *A. hypochondriacus.* Glucose (**A**) and sucrose (**B**) in mg/g dry weight. **C** Phenolic compounds as µg Gallic Acid Equivalents/mg dry weight (GAEq). **D** Flavonoids as µg Quercetin Equivalents/mg dry weight (QEq/mg). **E**, **F** Chlorophyll a (**E**) and chlorophyll b (**B**) in µg/mg dry weight. Ctrl, control conditions; S, salinity stress; WD, water deficit. Bars show the mean values ± SD (*n* = 3), and the same letters above the columns indicate no significant differences at *P* ≤ 0.05

Regarding sucrose accumulation, no significant changes were observed in *A. hypochondriacus* when comparing control to water deficit conditions. However, there was a substantial accumulation of sucrose noted under salt stress (Fig. 4B). Under control conditions, phenolic compounds were higher in *A. hypochondriacus* than in *A. hybridus*. Both species experienced a decrease in phenolic content under water deficit conditions. Notably, *A. hybridus* exhibited a significant increase in phenolic compounds when subjected to salt stress (Fig. 4C).

In terms of flavonoid contents, *A. hybridus* consistently had higher levels than *A. hypochondriacus*. Flavonoid contents decreased under water deficit conditions but increased under salt stress (Fig. 4D). Additionally, in all treatments, the amounts of chlorophyll a (Fig. 4E) and chlorophyll b (Fig. 4F) were greater in *A. hybridus* than in *A. hypochondriacus*, with both types of chlorophyll showing a decline when the plants were subjected to stress.

### Changes in the accumulation of volatile and semi-volatile compounds between species and the stress applied

To gain a better understanding of how amaranth responds to stressful conditions, we conducted non-targeted metabolomic analyses to explore the metabolic changes occurring in the plants. This approach allows us to identify new compounds although it does not enable quantification since no standards were used. We observed changes in the relative abundance of volatile and semi-volatile compounds between species and when the plants were subjected to water deficit or salt stress (Fig. 5).

**Fig. 5:**
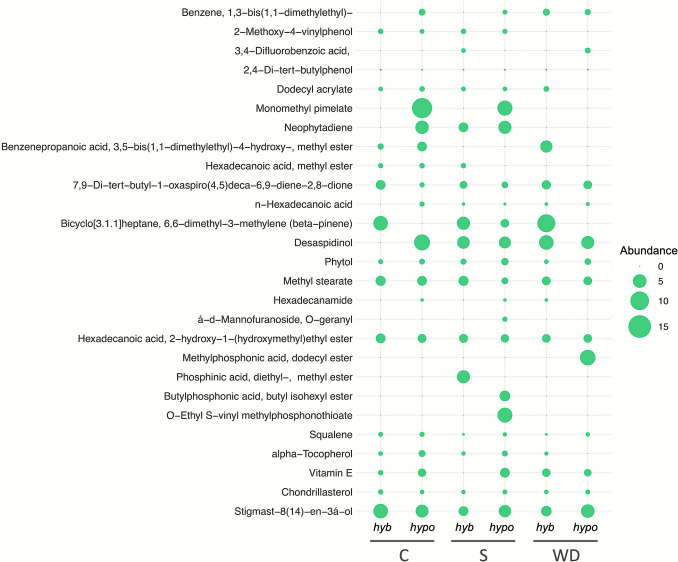
Dot-map of the relative abundances of selected compounds identified by GC–MS in amaranth leaf. *hyb*, *Amaranthus hybridus*; *hypo*, *Amaranthus hypochondriacus*; C, control; S, salinity stress; WD, water deficit

Several compounds related to fatty acid metabolism were detected, among them palmitic acid (*N*-hexadecanoic acid) and its derivatives. Hydrocarbons, including squalene, α-tocopherol, and chondrillasterol, were identified in all treatments. We also detected differential accumulation of organic compounds and those related to antibacterial, antifungal, and anthelmintic functions, including desaspidinol, 17,9-Di-tert-butyl-1-oxaspiro(4,5)deca-6,9-diene-2,8-dione, and the terpene glycoside α-D-mannofuranoside-*O*-geranyl (Fig. 5; Table S2).

Phytol and neophytadiene (diterpenoids) were detected, with phytol found in all samples. Neophytadiene, a product of phytol degradation, was detected in *A. hypochondriacus* control and salt-stressed plants, as well as in *A. hybridus* under salt stress. Additionally, monomethyl pimelate was found in high abundance in *A. hypochondriacus* under both control and salt-stress conditions. We detected compounds related to phosphonate metabolism, such as methylphosphonic acid and *O*-ethyl-vinyl methylphosphonothioate, in *A. hypochondriacus* under salinity and water deficit, respectively. Phosphinic acid and butyl phosphonic acid were detected only in *A. hybridus* under salt stress.

## Discussion

Drought and soil salinity represent significant agricultural threats, further exacerbated by climate change (Shivaraj et al. 2021). The genus *Amaranthus* includes wild species like *A. hybridus*, which is regarded as one of the direct ancestors of the more commonly cultivated species, *A. hypochondriacus*. Both species were capable of growing at NaCl concentrations of up to 500 mM. When plants can thrive under such salt concentrations, they are classified as halophytes (Hameed et al. 2024). Phenotypically, *A. hybridus* is more susceptible to water deficit than *A. hypochondriacus*, as evidenced by reduced biomass production and stunted plants displaying signs of chlorosis. 

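Over the alternatives fixed in advance, the number of DEGs under salt in *A. hybridus* was 0 to 26, with 0 by the quasi-likelihood test with the spread of 6 libraries (734 transcripts with an unadjusted p under 0.05) and by library totals alone (186), against the DESeq2 and exact test numbers given above. An FDR limit of 0.05 gave 3, no filter on low counts gave 9, and leaving out organelle-annotated transcripts gave 3.

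**Figure D4:**
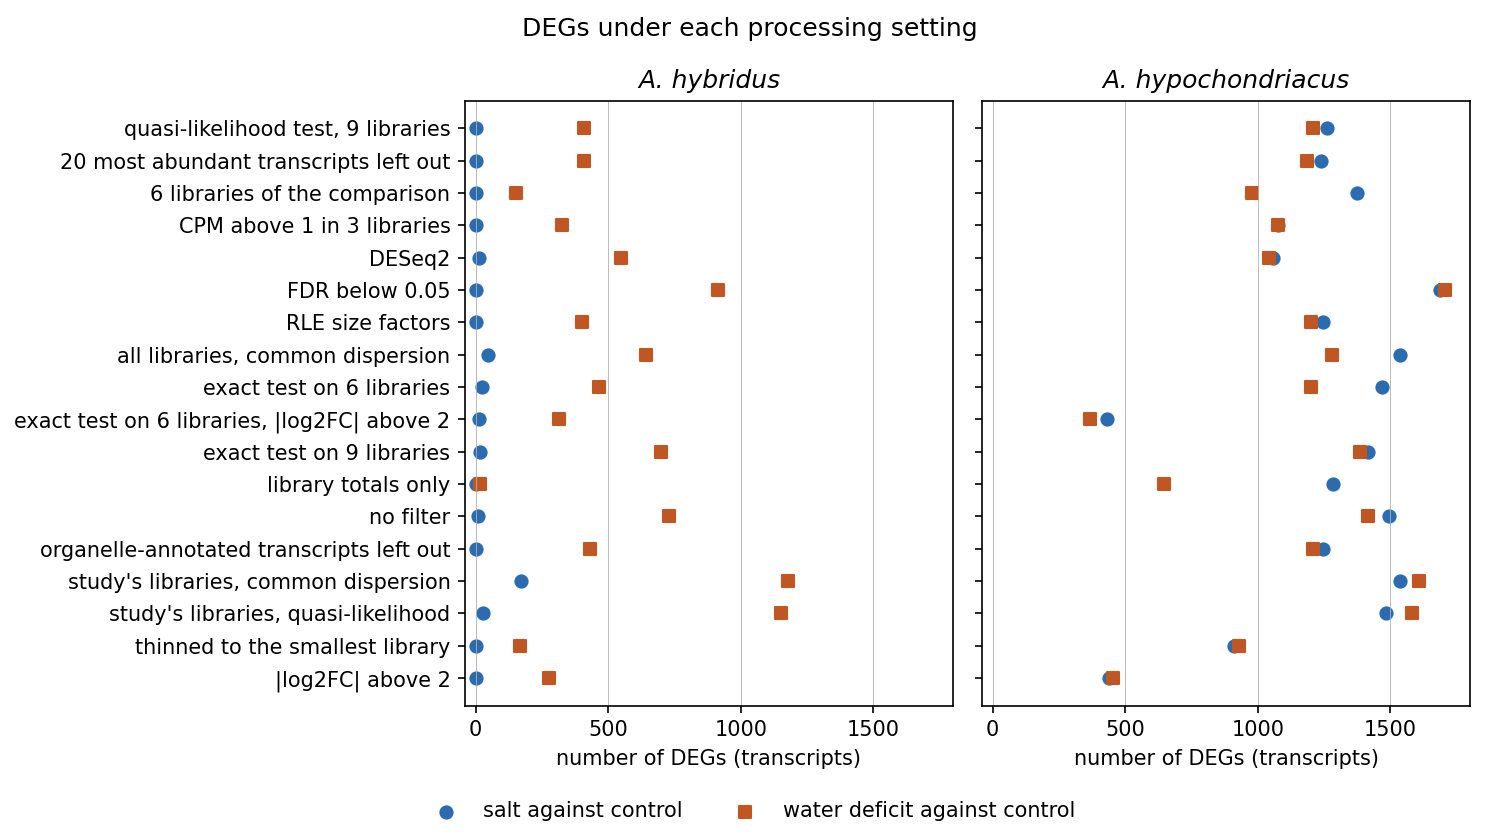
Number of DEGs of each stress against control in both species under each alternative, except the replicate number as a block and each library left out in turn, which are not shown. Settings with the study's libraries or with a common dispersion were chosen after seeing the data.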

At the transcriptional level, *A. hybridus* showed minimal changes in leaf gene expression under salt stress, consistent with its natural habitat in highly saline soils. In contrast, although *A. hypochondriacus* exhibited few phenotypic changes under water and salt stress, it demonstrated a more robust transcriptional response compared to *A. hybridus*.

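A direct test of water deficit against salt in *A. hypochondriacus* called 510 DEGs, 217 higher and 293 lower under water deficit. Of these, 57.5% were lower, and 80.4% by library totals alone. The number was 982 without water deficit 2, 160 and 106 without water deficit 1 and 3, and 260, 210 and 282 without salt 1, 2 and 3. Among the water deficit against control DEGs with at least 1 log2 CPM on average, 165 up-regulated and 592 down-regulated ones had no overlap between both groups. Chance gives this for 10% of unselected transcripts, and DEGs are selected for a difference. Among those with a name, the largest decreases were those of a chlorophyll a-b binding protein (AhypoNutrisol_DN7461_c0_g1_i1), from 11.2 ± 6.12 to 0.126 ± 0.113 CPM (log2FC −6.05, SE 0.56, FDR 8.25e-07), cellulose synthase-like G2 (−5.78, FDR 3.81e-09) and a proline-rich protein (−5.25, FDR 1.13e-07). A pair of lipid transfer protein transcripts of 1 Trinity component rose most among them, with log2FCs of 5.13 (FDR 0.000111) and 4.81 (FDR 8.94e-05), from 0.716 ± 0.381 to 25.3 ± 20.5 CPM for the first, but had 1.77 and 2.17 CPM in water deficit 2. Constans-like 14 went from 3 counts in controls to 105, a ratio of 31.0 (exact 95% interval 10.3 to 152.7, which covers counting error only and not the spread between libraries). All 6 were DEGs whichever library was left out.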

### *A. hypochondriacus* under control conditions showed high levels of expression of genes related to photosynthesis and sulfur metabolism that protect against stress

Under control conditions, *A. hypochondriacus* showed higher expression levels of genes related to photosynthesis, and sulfur, seleno-compound, and carbohydrate metabolism. Several isoforms of glucose-6-phosphate isomerase and glyceraldehyde-3-phosphate dehydrogenase, which are related to glycolysis and the Calvin cycle, were identified.

Our transcriptome analyses indicate that *A. hypochondriacus* shows elevated expression of transcripts linked to photosynthesis. Specifically, light-harvesting complexes, such as CP29.2 (LHCB4.2), CP26 (LHCB5), and LHCB3, were up-regulated. 

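Within *A. hypochondriacus*, the 3 light-harvesting transcripts named were DEGs, lower under both stresses than in controls (n = 3 per group). LHCB3 (AhypoNutrisol_DN6422_c0_g2_i1) fell from 13.4 ± 3.63 to 0.899 ± 0.415 CPM under salt (log2FC −3.90, SE 0.27, FDR 3.05e-08) and 0.750 ± 0.198 CPM under water deficit (−4.19, SE 0.31, FDR 8.52e-08). CP26 fell from 64.6 ± 16.4 to 15.9 ± 3.45 (−2.02, SE 0.23, FDR 7.66e-06) and 6.78 ± 0.775 CPM (−3.24, SE 0.25, FDR 1.21e-07), and CP29.2 from 18.6 ± 3.55 to 5.82 ± 0.677 (−1.68, SE 0.19, FDR 6.30e-06) and 3.64 ± 0.572 CPM (−2.32, SE 0.21, FDR 5.17e-07). By library totals alone the salt calls of CP26 (−1.25) and CP29.2 (−0.93) were lost. Their levels in control plants were not compared with those of *A. hybridus*, which were measured on another assembly.

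**Figure D5:**
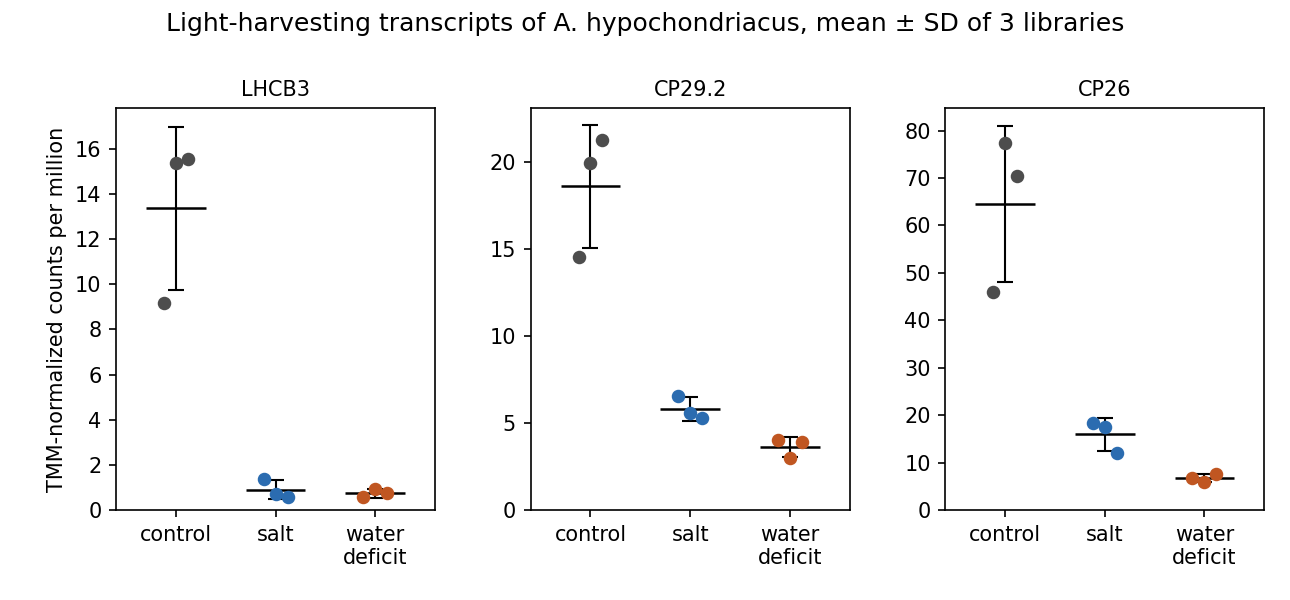
CPM with TMM scaling of the LHCB3, CP29.2 and CP26 transcripts in each library of *A. hypochondriacus*, with mean ± SD (n = 3), lower under salt than in controls with each scaling tried.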

Chlorosis, a common symptom of iron (Fe) deficiency resulting from impaired chlorophyll biosynthesis, is typically associated with decreased photosynthetic rates. However, *A. hypochondriacus* did not display chlorosis in its leaves (Fig. 1). These data agree with the measurements of photosynthetic parameters showing that *A. hypochondriacus* has a better response to stress than *A. hybridus* (Vargas-Ortiz et al. 2021) (Fig. 6).

**Fig. 6:**
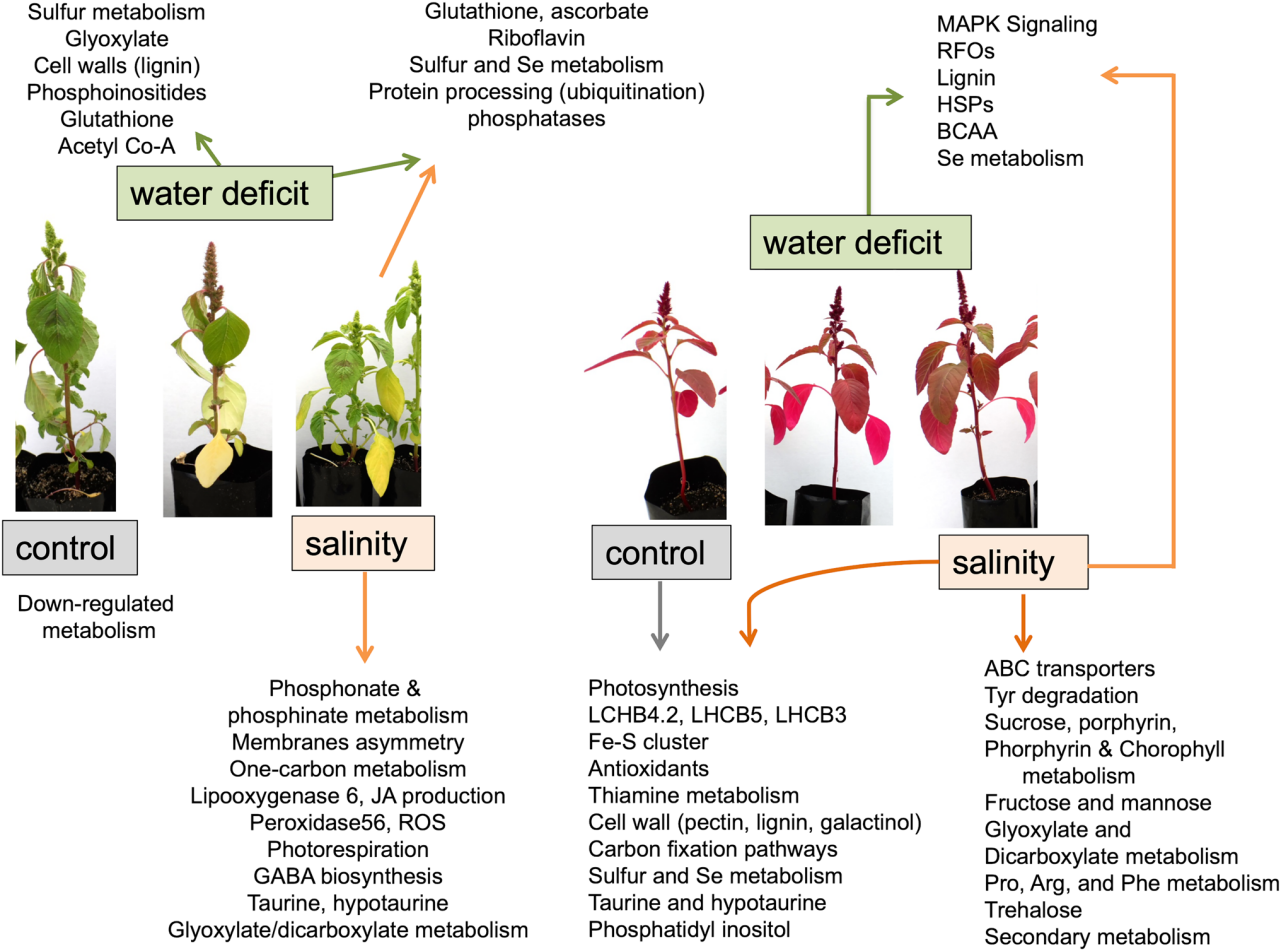
Schematic diagram representing the main amaranth responses to water deficit and salinity stress. *A. hybridus*, the wild species, has green leaves and, under salt stress, showed DEGs related to phosphonate and phosphinate metabolism, membrane protection by regulating asymmetry, protection against harmful ROS via peroxidases, and taurine and hypotaurine metabolism. Under salt stress, *A. hybridus* showed increased phosphatases involved in phosphonate and phosphinate degradation, RFOs, and ubiquitination of proteins for their degradation. *A. hypochondriacus*, the cultivated species, has red leaves. Under control conditions, it shows high expression levels of genes related to photosynthesis and chloroplast protection, which enhances carbon fixation. This species also shows increased metabolism of sulfur and thiamine and greater production of antioxidants. The modifications in the cell wall involve the regulation of pectin and lignin biosynthesis. Furthermore, it exhibits increased production of gamma-aminobutyric acid (GABA) and engagement in one-carbon metabolism. In *A. hypochondriacus*, the rapid response and adaptability to water deficit and salinity stress could be mediated by activation of MAPK signaling, production of defense compounds, RFOs, and BCAA metabolism, as well as HSPs

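The chlorophyllide a oxygenase transcript of *A. hypochondriacus* (AhypoNutrisol_DN435_c0_g1_i1) had 7.00 ± 1.03 CPM in controls, 1.26 ± 0.172 CPM under salt (log2FC −2.44, SE 0.19, FDR 9.35e-08) and 1.54 ± 0.198 CPM under water deficit (−2.13, SE 0.20, FDR 1.14e-06). Magnesium chelatase subunit ChlH, of the same cluster, went from 162 ± 33.8 CPM to 23.8 ± 3.86 (−2.77, SE 0.24, FDR 3.23e-07) and 19.6 ± 2.81 CPM (−3.05, SE 0.25, FDR 2.08e-07).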

We observed high expression levels of transcripts encoding enzymes involved in chlorophyll metabolism, including chlorophyllide a oxygenase and magnesium–protoporphyrin IX monomethyl ester cyclase; both of these enzymes are dependent on Fe-S clusters (Tran et al. 2023). Chlorophyllide a oxygenase catalyzes the conversion of chlorophyll a to chlorophyll b, while increases in chlorophyll b can enhance photosynthetic electron transport and carbon assimilation rates (Biswal et al. 2024). Mg-chelatase is a key component of chlorophyll biosynthesis and plastid signaling, modulating porphyrin biosynthesis and alleviating Fe deficiency-induced stress (Tran et al. 2023). Chloroplastic adenylate kinase 2 plays a key role in ADP synthesis within chloroplasts, which is important for CO_2_ fixation, growth, and plant responses. This gene is involved in regulating cold, ABA, salt, H_2_O_2_, and drought stresses (Li et al. 2023).

Additionally, xanthoxin dehydrogenase and carotenoid cleavage dioxygenase 4 (CCD4), both of which contribute to carotenoid biosynthesis, showed high expression levels. 

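Xanthoxin dehydrogenase (AhypoNutrisol_DN685_c0_g2_i1) had 10.2 ± 1.60 CPM in *A. hypochondriacus* controls (n = 3), 0.262 ± 0.121 CPM under salt (log2FC −5.27, SE 0.27, FDR 1.81e-09) and 0.437 ± 0.224 CPM under water deficit (−4.66, SE 0.29, FDR 1.65e-08). For CCD4 these values were 80.3 ± 5.99 CPM, 4.71 ± 0.488 CPM (−4.08, SE 0.21, FDR 1.81e-09) and 4.54 ± 0.627 CPM (−4.14, SE 0.21, FDR 2.36e-09).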

Xanthoxin dehydrogenase catalyzes the conversion of xanthoxin to abscisic aldehyde, modulating ABA levels (Endo et al. 2014), while CCD4 regulates secondary metabolite production related to aroma, flavors, and colors, helping protect plants against environmental stressors. CCD4 is highly regulated in response to stress, promoting ABA synthesis and enhancing plant antioxidant activity (Dzib-Cauich et al. 2023; Tian et al. 2024).

The high expression of photosynthesis-related genes also correlates with increased expression of genes linked to carbon metabolism. Glyceraldehyde-6-phosphate dehydrogenase, which connects the Calvin cycle and glycolysis, and glucose-6-phosphate isomerase, both key enzymes in glycolysis, were upregulated under control conditions in *A. hypochondriacus*. 

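The glucose-6-phosphate isomerase 1 transcript (AhypoNutrisol_DN4274_c0_g2_i1) fell from 24.8 ± 6.55 CPM in controls to 2.94 ± 0.386 CPM under salt (log2FC −3.08, SE 0.22, FDR 3.27e-08) and 1.97 ± 0.0795 CPM under water deficit (−3.66, SE 0.24, FDR 2.36e-08). GAPC2, with 1.58 ± 1.40 CPM in controls, had a log2FC of −2.69 (SE 0.59, FDR 0.00339) under salt and −1.75 (SE 0.60, FDR 0.0513) under water deficit. The former was no DEG without control 3 (−1.74), salt 1 (−2.93), salt 2 (−2.37) or salt 3 (−2.78).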

Transcripts associated with cell wall degradation, such as alpha-L-arabinofuranosidase and UDP-glucuronate 4-epimerase, were also identified. The former enzyme oversees the debranching of complex polysaccharides, while the latter catalyzes the epimerization of UDP-α-D-glucuronic acid to UDP-α-D-galacturonic acid, a precursor to various cell-surface polysaccharides and pectin biosynthesis (Gu and Bar-Peled 2004).

Galactinol, which acts as an osmo-protectant, is involved in plant cell wall and stress responses. It is synthesized by galactinol synthase (GolS) and myo-inositol. Both GolS and inositol oxygenase transcripts were identified. 

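Galactinol synthase 1 (AhypoNutrisol_DN9331_c0_g1_i1) was below the filter, with 0.123 ± 0.147 CPM in controls, 0.235 ± 0.127 CPM under salt and 6.55 ± 6.10 CPM under water deficit, where its counts were 152, 0 and 173 in the 3 libraries. Of the other carbohydrate transcripts of the cluster, alpha-L-arabinofuranosidase 1 fell from 8.85 ± 0.840 to 0.913 ± 0.325 CPM under salt (−3.22, SE 0.23, FDR 3.57e-08) and 0.762 ± 0.257 CPM under water deficit (−3.42, SE 0.26, FDR 1.13e-07). UDP-glucuronate 4-epimerase 6, at 4.68 ± 1.14 CPM in controls, had log2FCs of −0.87 (SE 0.21, FDR 0.00554) and −1.27 (SE 0.23, FDR 0.000765), the former a DEG without control 1 (−1.06), the latter no DEG without control 2 (−1.13) or by library totals alone (−0.90).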

GolS is a focal point in breeding programs aimed at enhancing stress tolerance (dos Santos and Esteves Vieira 2020), while inositol oxygenase helps regulate myo-inositol levels in plants, with increased activity leading to the incorporation of myo-inositol-derived sugars into cell wall polymers (Endres and Tenhaken 2009). Furthermore, caffeoyl shikimate esterase is a key enzyme in the lignin biosynthetic pathway. 

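The TPS1 transcript (AhypoNutrisol_DN3965_c0_g1_i1) had 6.14 ± 0.827 CPM in *A. hypochondriacus* controls, 2.24 ± 0.543 CPM under salt (log2FC −1.42, SE 0.21, FDR 0.000111; −0.60 and no DEG by library totals alone) and 4.51 ± 1.07 CPM under water deficit (−0.43, SE 0.21, FDR 0.180). TPS9 rose from 0.673 ± 0.216 to 1.57 ± 0.266 CPM under salt (1.25, SE 0.31, FDR 0.00822) and had 0.887 ± 0.302 CPM under water deficit (0.51, SE 0.37, FDR 0.375). Under salt it was no DEG without any single one of the 6 libraries (log2FC 1.44, 1.01 and 1.35 without control 1, 2 and 3, and 1.13, 1.24 and 1.34 without salt 1, 2 and 3), nor with DESeq2 (1.29), with the replicate number as a block (1.27) or in thinned counts (1.30). Caffeoylshikimate esterase of cluster 2 had log2FCs of −1.89 (SE 0.52, FDR 0.0150) and −1.18 (SE 0.53, FDR 0.140), and was a DEG under salt with the exact test on 9 libraries (−1.87), at an FDR limit of 0.05 and without salt 3 (−2.52), among others.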

The transcript for alpha-trehalose-phosphate synthase was highly expressed. Trehalose is an essential metabolite necessary for plant growth and development; it promotes stress tolerance, resilience, and increased crop yield (Kerbler et al. 2023).

Thiamine is crucial for plants, acting as an essential coenzyme in key metabolic processes, such as photosynthesis and respiration. It also supports defense mechanisms and stress resistance (Fitzpatrick and Chapman 2020). 

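Of the *A. hypochondriacus* transcripts in File S3, 1 is annotated as ThiC (AhypoNutrisol_DN7402_c0_g1_i1). It had 10.4 ± 2.07 CPM in controls (n = 3), 3.25 ± 0.373 CPM under salt (log2FC −1.67, SE 0.18, FDR 3.62e-06; −0.90 and no DEG by library totals alone) and 2.73 ± 0.254 CPM under water deficit (−1.91, SE 0.20, FDR 2.60e-06).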

Several isoforms of phosphomethylpyrimidine synthase (PMPS), known as ThiC, have been identified as highly up-regulated in *A. hypochondriacus* under control conditions. ThiC catalyzes the conversion of 5-aminoimidazole ribonucleotide (AIR) to 4-amino-5-hydroxymethyl-2-methyl pyrimidine phosphate (HMP-P), a complex rearrangement involved in thiamine biosynthesis (Sharma et al. 2024).

In cluster 2, under control conditions, transcripts related to glucose and amino acid metabolism were highly expressed in *A. hypochondriacus*. This includes genes involved in glycolysis, such as phosphoglycerate kinase. Moreover, this cluster contains several isoforms of cystathionine gamma synthase, which is involved in the metabolism of sulfur amino acids (Bloch et al. 2021; Liu et al. 2022). It also includes a serine acetyltransferase, which catalyzes a key step in cysteine production, and sulfite oxidase, which encodes an enzyme essential for detoxifying excess sulfite (Muñoz-Vargas et al. 2025).

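Serine acetyltransferase 1 (AhypoNutrisol_DN6681_c0_g2_i1) fell from 1.95 ± 0.575 to 0.809 ± 0.141 CPM under salt (log2FC −1.30, SE 0.28, FDR 0.00256), and had 1.09 ± 0.176 CPM under water deficit (−0.87, SE 0.29, FDR 0.0460). The former was no DEG without control 2 (−1.26), control 3 (−1.10) or salt 2 (−1.12), with DESeq2 (−1.25), by library totals alone (−0.55) or in thinned counts (−1.26). Sulfite oxidase, at 10.5 ± 1.42 CPM in controls, had −0.93 (SE 0.18, FDR 0.00118) under salt and −1.10 (SE 0.19, FDR 0.000432) under water deficit. It was a DEG under salt only without control 1 (−1.04) or in thinned counts (−1.07), and no DEG under water deficit without water deficit 1 (−0.98) or by library totals alone (−0.71). Cystathionine gamma-synthase 1 fell from 9.15 ± 0.421 to 4.24 ± 0.939 (−1.11, SE 0.19, FDR 0.000458) and 4.42 ± 0.868 CPM (−1.07, SE 0.20, FDR 0.00106), and was no DEG without salt 3 (−0.99) and without water deficit 3 (−0.90), respectively. By library totals alone it was a DEG under neither (−0.34 and −0.73), and under water deficit it was none in thinned counts (−0.98) or with the exact test on 6 libraries (−0.997). Phosphoglycerate kinase 3, in the same cluster, had log2FCs of −2.23 (SE 0.20, FDR 4.61e-07) and −1.21 (SE 0.20, FDR 0.000285), the latter −0.80 and no DEG by library totals alone.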

### Phosphonate metabolism, control of membrane integrity, and detoxification of ROS play a significant role in *A. hybridus* protection against salt stress

Water deficit and salt stress adversely affect phosphorus bioavailability, which makes it challenging for crops to absorb this essential nutrient (Dey et al. 2021). Our data indicate that *Amaranthus hybridus* under salt stress employs mechanisms to sequester phosphate through the metabolism of phosphonates and phosphinates. This metabolic pathway is downregulated under normal conditions and during water deficit. The phosphorus released from the degradation of phosphonate compounds could meet the phosphorus requirements of plants (Yu et al. 2013). Furthermore, phosphonates like methylphosphonate and 2-hydroxyethylphosphonate can be integrated into membrane lipid fractions, providing resistance against hydrolytic enzymes produced by predators (Kafarski 2020). We observed that methylphosphonate was present in *Amaranthus hypochondriacus* plants subjected to water deficit. Under salt stress, the predominant forms detected were *O*-ethyl *S*-vinyl methylphosphonothioate and butylphosphonic acid. Notably, phosphinic acid, specifically diethyl and methyl esters, were identified only in *A. hybridus* under salt stress. Transcriptome analysis revealed differential expression of pyrophosphate phosphohydrolase, a key enzyme in phosphonate metabolism. 

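The purple acid phosphatase 3 transcript of *A. hypochondriacus* (AhypoNutrisol_DN8703_c0_g1_i1), named in cluster 4, went from 0.529 ± 0.0456 CPM in controls to 1.21 ± 0.313 CPM under salt (log2FC 1.14, SE 0.33, FDR 0.0208) and 2.18 ± 0.454 CPM under water deficit (2.03, SE 0.32, FDR 0.000216). Under salt it was a DEG with the exact test on 6 libraries (1.16), at an FDR limit of 0.05 or by library totals alone (1.90).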

We also detected other phosphatases, such as bi-functional purple acid phosphatase, which plays a crucial role in phosphate remobilization (Bhadouria and Giri 2022), within our transcriptome data. Overall, phosphonate metabolism and related compounds may be strategies that amaranths use to protect their cell membranes and serve as a phosphorus storage source during challenging environmental conditions.

*A. hybridus* showed various mechanisms to protect its membranes and maintain cell membrane properties under salt stress conditions, notably through the upregulation of lysophospholipid acyltransferase-1 (LPLAT). LPLAT is associated with membrane asymmetry and diversity, which play a critical role in controlling the biochemical, biophysical, and structural properties of cell membranes (Pabst and Keller 2024).

Additionally, we observed high levels of expression of genes involved in steroid biosynthesis in *A. hybridus* under salt stress. Sterols are crucial for maintaining membrane integrity and serve as precursors for cellulose biosynthesis in plants (Peng et al. 2002). The primary compounds identified in steroid biosynthesis were squalene and chondrillasterol, which exhibited differential accumulation between species and under stress conditions. DEGs related to the biosynthesis of these phytosterols included 7-dehydrocholesterol reductase and cycloartenol-C-24-methyltransferase, both of which are essential for the synthesis of cholesterol and campesterol. Furthermore, monomethyl pimelate, a precursor of biotin, was detected via GC–MS. Biotin is a critical cofactor that catalyzes the first rate-limiting step of fatty acid biosynthesis and has been linked to resistance to carbonate stress (Wang et al. 2020). Another fatty acid-related compound identified was dodecyl acrylate (also known as stearyl acrylate). This fatty acid derivative was found in all samples, suggesting an important mechanism for modulating the physical properties of plasma membranes (Lomège et al. 2019).

Serine hydroxymethyltransferase 4 (SHMT) is an enzyme involved in one-carbon metabolism pathways and essential for plant growth and adaptation. Heterologous expression of cotton SHMT (GhSHMT11s) in *Arabidopsis* improved salt tolerance by reducing reactive oxygen species accumulation (Yang et al. 2024). Lipoxygenase-6 facilitates jasmonic acid (JA) production under salt stress, and JA increases were associated with improved salt tolerance by activation of antioxidant enzymes, enhanced Na^+^ extrusion, and reinforced membrane stability (Li et al. 2025). Thus, lipoxygenase-6 is crucial for plant responses to stress, particularly osmotic and drought stress, in which it plays a key role in producing signaling molecules called oxylipins, with a-linolenic acid as substrate (Li et al. 2025). Peroxidase-56 (a class III peroxidase) is a key enzyme in detoxifying harmful ROS and ROS-mediated signaling pathways that help plants acclimate to adverse conditions.

Another relevant gene found to be highly expressed encodes peroxisomal glycerate dehydrogenase HPR, the up-regulation of which has been associated with increased photorespiratory flux. Alanine aminotransferase 2 is important during hypoxia, nitrogen use efficiency, and abiotic stress tolerance by conserving carbon and nitrogen as alanine (Agrawal et al. 2024).

Riboflavin enhances salinity stress tolerance by lowering malondialdehyde and hydrogen peroxide (Jiadkong et al. 2024). Within the riboflavin biosynthetic pathway, the transcript 5-amino-6-(5-phospho-D-ribitylamino)uracil phosphatase was highly expressed.

Glutathione in *A. hybridus* plays an important role in regulating reactive oxygen species during salt stress. This tripeptide, composed of glutamate, cysteine, and glycine, acts as a reservoir for amino acids. Glutathione hydrolase is important in plant stress responses because it facilitates the recycling of amino acids. Additionally, glutathione 5'-adenylylsulfate reductase is relevant for stress responses because it plays a key role in sulfate assimilation, which is essential for cysteine production. Moreover, glutamate decarboxylase, another enzyme identified, converts glutamate into gamma-aminobutyric acid (GABA), which accumulates when phosphate (Pi) is limited, providing the plant with alternative carbon sources.

### Branched-chain amino acids and raffinose family oligosaccharides are involved in the response of *A. hypochondriacus* to water deficit and salt stress

The remarkable adaptability of *A. hypochondriacus* to abiotic conditions is likely due to the high expression levels of genes associated with the MAPK signaling pathway. This pathway is crucial for plant growth and development and plays a significant role in responding to both abiotic and biotic stresses through interactions with reactive oxygen species (ROS) and abscisic acid (ABA) levels (Singh et al. 2019). Among the DEGs, we identified genes related to phosphate signaling, encoding several isoforms of protein phosphatase 2 C (AIP1, A, ABI1). 

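Of the protein phosphatases 2C in cluster 5, ABI1 (AhypoNutrisol_DN5522_c0_g1_i1) went from 1.80 ± 0.0726 CPM in controls to 3.29 ± 0.691 CPM under salt (log2FC 0.85, SE 0.24, FDR 0.0169; 1.60 and a DEG by library totals alone) and 4.14 ± 1.17 CPM under water deficit (1.23, SE 0.24, FDR 0.00145), where it was no DEG without control 2 (1.22). Protein phosphatase 2C 37 had 5.41 ± 0.942 CPM in controls, 5.28 ± 0.387 CPM under salt (−0.04, SE 0.24, FDR 0.935; 0.71 by library totals alone) and 11.6 ± 4.34 CPM under water deficit (1.12, SE 0.24, FDR 0.00293). The latter was a DEG only without water deficit 2 of the single omissions, with 1.17, 1.22 and 0.98 without control 1, 2 and 3 and 0.87 and 1.10 without water deficit 1 and 3, and none by library totals alone (1.50). AIP1 was below the filter, with 0.139 ± 0.127, 0.236 ± 0.0334 and 1.97 ± 1.38 CPM in controls, salt and water deficit.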

Protein phosphatases are serine/threonine-protein phosphatases involved in signal transduction pathways, including MAPK pathways, and can interact with several other kinases. They are crucial in plant responses to drought and salinity and negative regulators of ABA signaling (Fuchs et al. 2012). Transcriptome analysis also revealed the presence of a *Shewanella*-like phosphatase, a tyrosine-specific phosphatase that regulates sucrose non-fermenting-1-related protein kinases 2 (SnRK2s). SnRK2s are regulators of the plant stress response activated by drought and salinity (Krzywińska et al. 2016).

β-Alanine is a non-proteinogenic amino acid precursor of pantothenic acid, which, in turn, is a precursor of coenzyme A and participates in plant stress responses. β -Alanine is also a precursor of betaine and plays an important role in lignin biosynthesis and in the production of many secondary metabolites. In addition, the branched-chain amino acid (BCAA) degradation pathway can provide precursors for β-alanine. Alanine-glyoxylate aminotransferase 2 homolog 1, which, together with BCAA aminotransferase 2, through the propionate pathway maintains β-alanine homeostasis (Wu et al. 2025b). BCAAs function as scavengers of reactive oxygen species and BCAA aminotransferase 2, the enzyme responsible for BCAA degradation, has been shown to positively regulate salt stress tolerance by promoting the synthesis of vitamin B5 (Sun et al. 2024).

*A. hypochondriacus’* response to stress was characterized by the up-regulation of genes related to the raffinose family oligosaccharides (RFOs) biosynthesis, sucrose synthase, UDP-glucose 4-epimerase, and 4-coumarate-ligase enzyme, enzymes that work together to direct glucose towards lignin biosynthesis (Vanholme et al. 2019). In this sense, peroxidase 4-like (GPX4), a key seleno-protein antioxidant enzyme, participates in metabolic pathways involved in lignin monomer formation (Vanholme et al. 2019; Weaver and Skouta 2022). 

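The 4-coumarate-CoA ligase-like 5 transcript of *A. hypochondriacus* (AhypoNutrisol_DN23237_c0_g1_i1) had 0.334 ± 0.167 CPM in controls, 0.811 ± 0.195 CPM under salt (log2FC 1.23, SE 0.43, FDR 0.0512; 1.99 and a DEG by library totals alone) and 1.52 ± 0.379 CPM under water deficit (2.06, SE 0.42, FDR 0.00201), where it was no DEG without control 1 (2.04), control 3 (1.76) or water deficit 1 (1.88). In *A. hybridus*, the listed galactinol synthase transcript was below the filter, with 0.0496 ± 0.0520 CPM in controls and 3.38 ± 3.04 CPM under water deficit, from 120, 86 and 2 counts. A UDP-glucose 4-epimerase transcript (Ahybridus_DN9128_c0_g2_i1) went from 0.138 ± 0.0328 to 1.58 ± 1.33 CPM under water deficit (3.40, SE 0.75, FDR 0.0117), and was a DEG without water deficit 3 (3.86), at an FDR limit of 0.05, with DESeq2 (3.42), with the exact tests on 9 and 6 libraries (3.41 and 3.39) and without a filter (3.29), among others.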

Under water deficit and salt stress, *A. hypochondriacus* responds by activating genes involved in cell wall lignification and by increasing levels of osmo-regulatory compounds through RFO accumulation.

We identified several transcripts related to heat shock proteins, including Hsp70 kDa and the 17.4 kDa class II. 

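Among the heat shock transcripts of cluster 5, the 17.4 kDa class I one (AhypoNutrisol_DN23770_c0_g1_i1) had 0.757 ± 0.228 CPM in controls, 0.269 ± 0.0519 CPM under salt (log2FC −1.47, SE 0.63, FDR 0.113) and 3.82 ± 2.82 CPM under water deficit (2.48, SE 0.44, FDR 0.000581), and was no DEG without water deficit 3 (1.63). Heat shock 70 kDa protein 17 had 1.12 ± 0.211, 1.31 ± 0.131 (0.22, SE 0.38, FDR 0.738) and 3.07 ± 1.89 CPM (1.53, SE 0.36, FDR 0.00547). Of the single omissions under water deficit it stayed a DEG only in that of water deficit 2, and had a log2FC of 1.68, 1.43 and 1.52 without control 1, 2 and 3, of 1.12 and 1.61 without water deficit 1 and 3, of 1.59 with the spread of 6 libraries and of 1.44 in thinned counts. The 17.4 kDa class III and HSP90-1 transcripts were below the filter, with 0.750 ± 0.633 and 0.765 ± 0.656 CPM under water deficit.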

Hsp90 has several functions: it forms complexes with E3 ligases to promote protein degradation, stabilizes the auxin receptor TIR1, activates ABA biosynthesis, enhances insect resistance through JA signaling, and protects chloroplast DNA (Wu et al. 2025a).

Throughout their evolutionary history, wild relatives of crop plants have adapted to survive in adverse environments, continually evolving to thrive under harsh conditions. This raises the expectation that *A. hypochondriacus*, the "domesticated" and most cultivated species, would be less tolerant of stress. However, it is suggested that *A. hypochondriacus* may have originated from the crossbreeding of *A. hybridus*, a wild species adapted to salt-stress conditions, and *A. powellii*, which is adapted to water-deficit conditions (Sauer 1967; Espitia-Rangel et al. 2012; Stetter and Schmid 2017). As a result, *A. hypochondriacus* may have inherited the ability to withstand harsh conditions from its ancestors. Based on our transcriptome analyses, the tolerance of *A. hybridus* to high salinity is attributed to a constitutively active protection mechanism. In contrast, the tolerance of *A. hypochondriacus* to both salt and water deficit stress comes from a combination of this inherited protection strategy from *A. hybridus* and its ability to modify its transcriptional landscape. Constitutively active protection strategies have been documented in plants that survive rapid water loss, such as desiccation-tolerant bryophytes (Proctor et al. 2007).

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

The fastq files of the transcriptomic experiments generated in this work were deposited in the NCBI GEO (GSE288330) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288330).

## Abbreviations

BCAA: Branched-chain amino acids
DEGs: Differentially expressed genes
MAPK: Mitogen-activated protein kinase
RFO: Raffinose family oligosaccharides

# Supplementary material for: Transcriptome and metabolite profiles reveal differential molecular responses of wild and cultivated amaranth species to water deficit and salt stress
**Source:** Planta. 2026 Jan 29;263(3):59. doi: 10.1007/s00425-026-04927-x
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Information**

**Table S1** Summary of the transcriptome assembly statistics of *A. hybridus* and *A. hypochondriacus*

**Table S2** Identified compounds by GC-MS in amaranth leaf from control plants and plants subjected to water deficit and salt stress conditions

**Fig. S1** Number of reads per library under water deficit or salinity stress.

**Fig. S2** GO terms are enriched from genes differentially regulated both in salinity stress and water deficit.

**Fig. S3** GO Biological Process terms enriched in the clusters formed by ortholog genes expression in TPM of *A. hybridus* and *A. hypochondriacus*.

**File S1** Gene expression in *A. hybridus* under stress.

**File S2** Gene expression in *A. hypochondriacus* under stress.

**File S3** HMPorthologs and expression level.

**Supplementary Information, Tables S and Figs S**

**Transcriptomic and metabolite profiles reveal differential molecular responses of wild and cultivated amaranth species to water deficit and salt stress**

**Table S1** Summary of transcriptome assembly for *A. hybridus* and *A. hypochondriacus*

|  | *Amaranthus* | |
| --- | --- | --- |
|  | *hybridus* | *hypochondriacus* |
| Raw reads | 204,255,735 | 150,590,018 |
| Filtered reads | 204,094,843 | 150,482,640 |
| Mapped unique reads | 165,813,620 | 161,235,224 |
| Total Contigs | 38644 | 39725 |
| Total “Genes” | 33861 | 35100 |
| Non-Redundant “genes” | 30156 | 30946 |
| BUSCO_Euk (%) | 63.0 | 65.1 |
| Mapped reads (Bowtie %) | 76.29 – 83.09 | 87.87 – 89.63 |
| N50 | 1084 | 1133 |
| Contigs > 500 bp | 11087 | 11722 |

**Table S2** Identified compounds by GC-MS in amaranth leaves from control plants and plants subjected to water deficit and salt stress conditions

RT=retention time; C=control conditions; S=salinity; WD=water deficit

**Fig. S1** Number of reads per amaranth species. Ahybr=*Amaranthus hybridus*; Ahypo=*Amaranthus hypochondriacus.* Libraries of control plants (C); under water deficit (WD), and salinity stress (S)

**Fig. S2** GO terms enriched from genes regulated both in salinity and water deficit. **A** GO terms enriched from genes regulated by salinity stress and water deficit in *A. hybridus*. **B** GO terms enriched from genes up regulated by salinity stress and water deficit in *A. hypochondriacus*. **C** GO terms enriched from genes down regulated by salinity and drought stress in *A. hypochondriacus*. S_WD, genes regulated both in salinity stress and water deficit. S, genes regulated in salinity. WD, genes regulated in water deficit

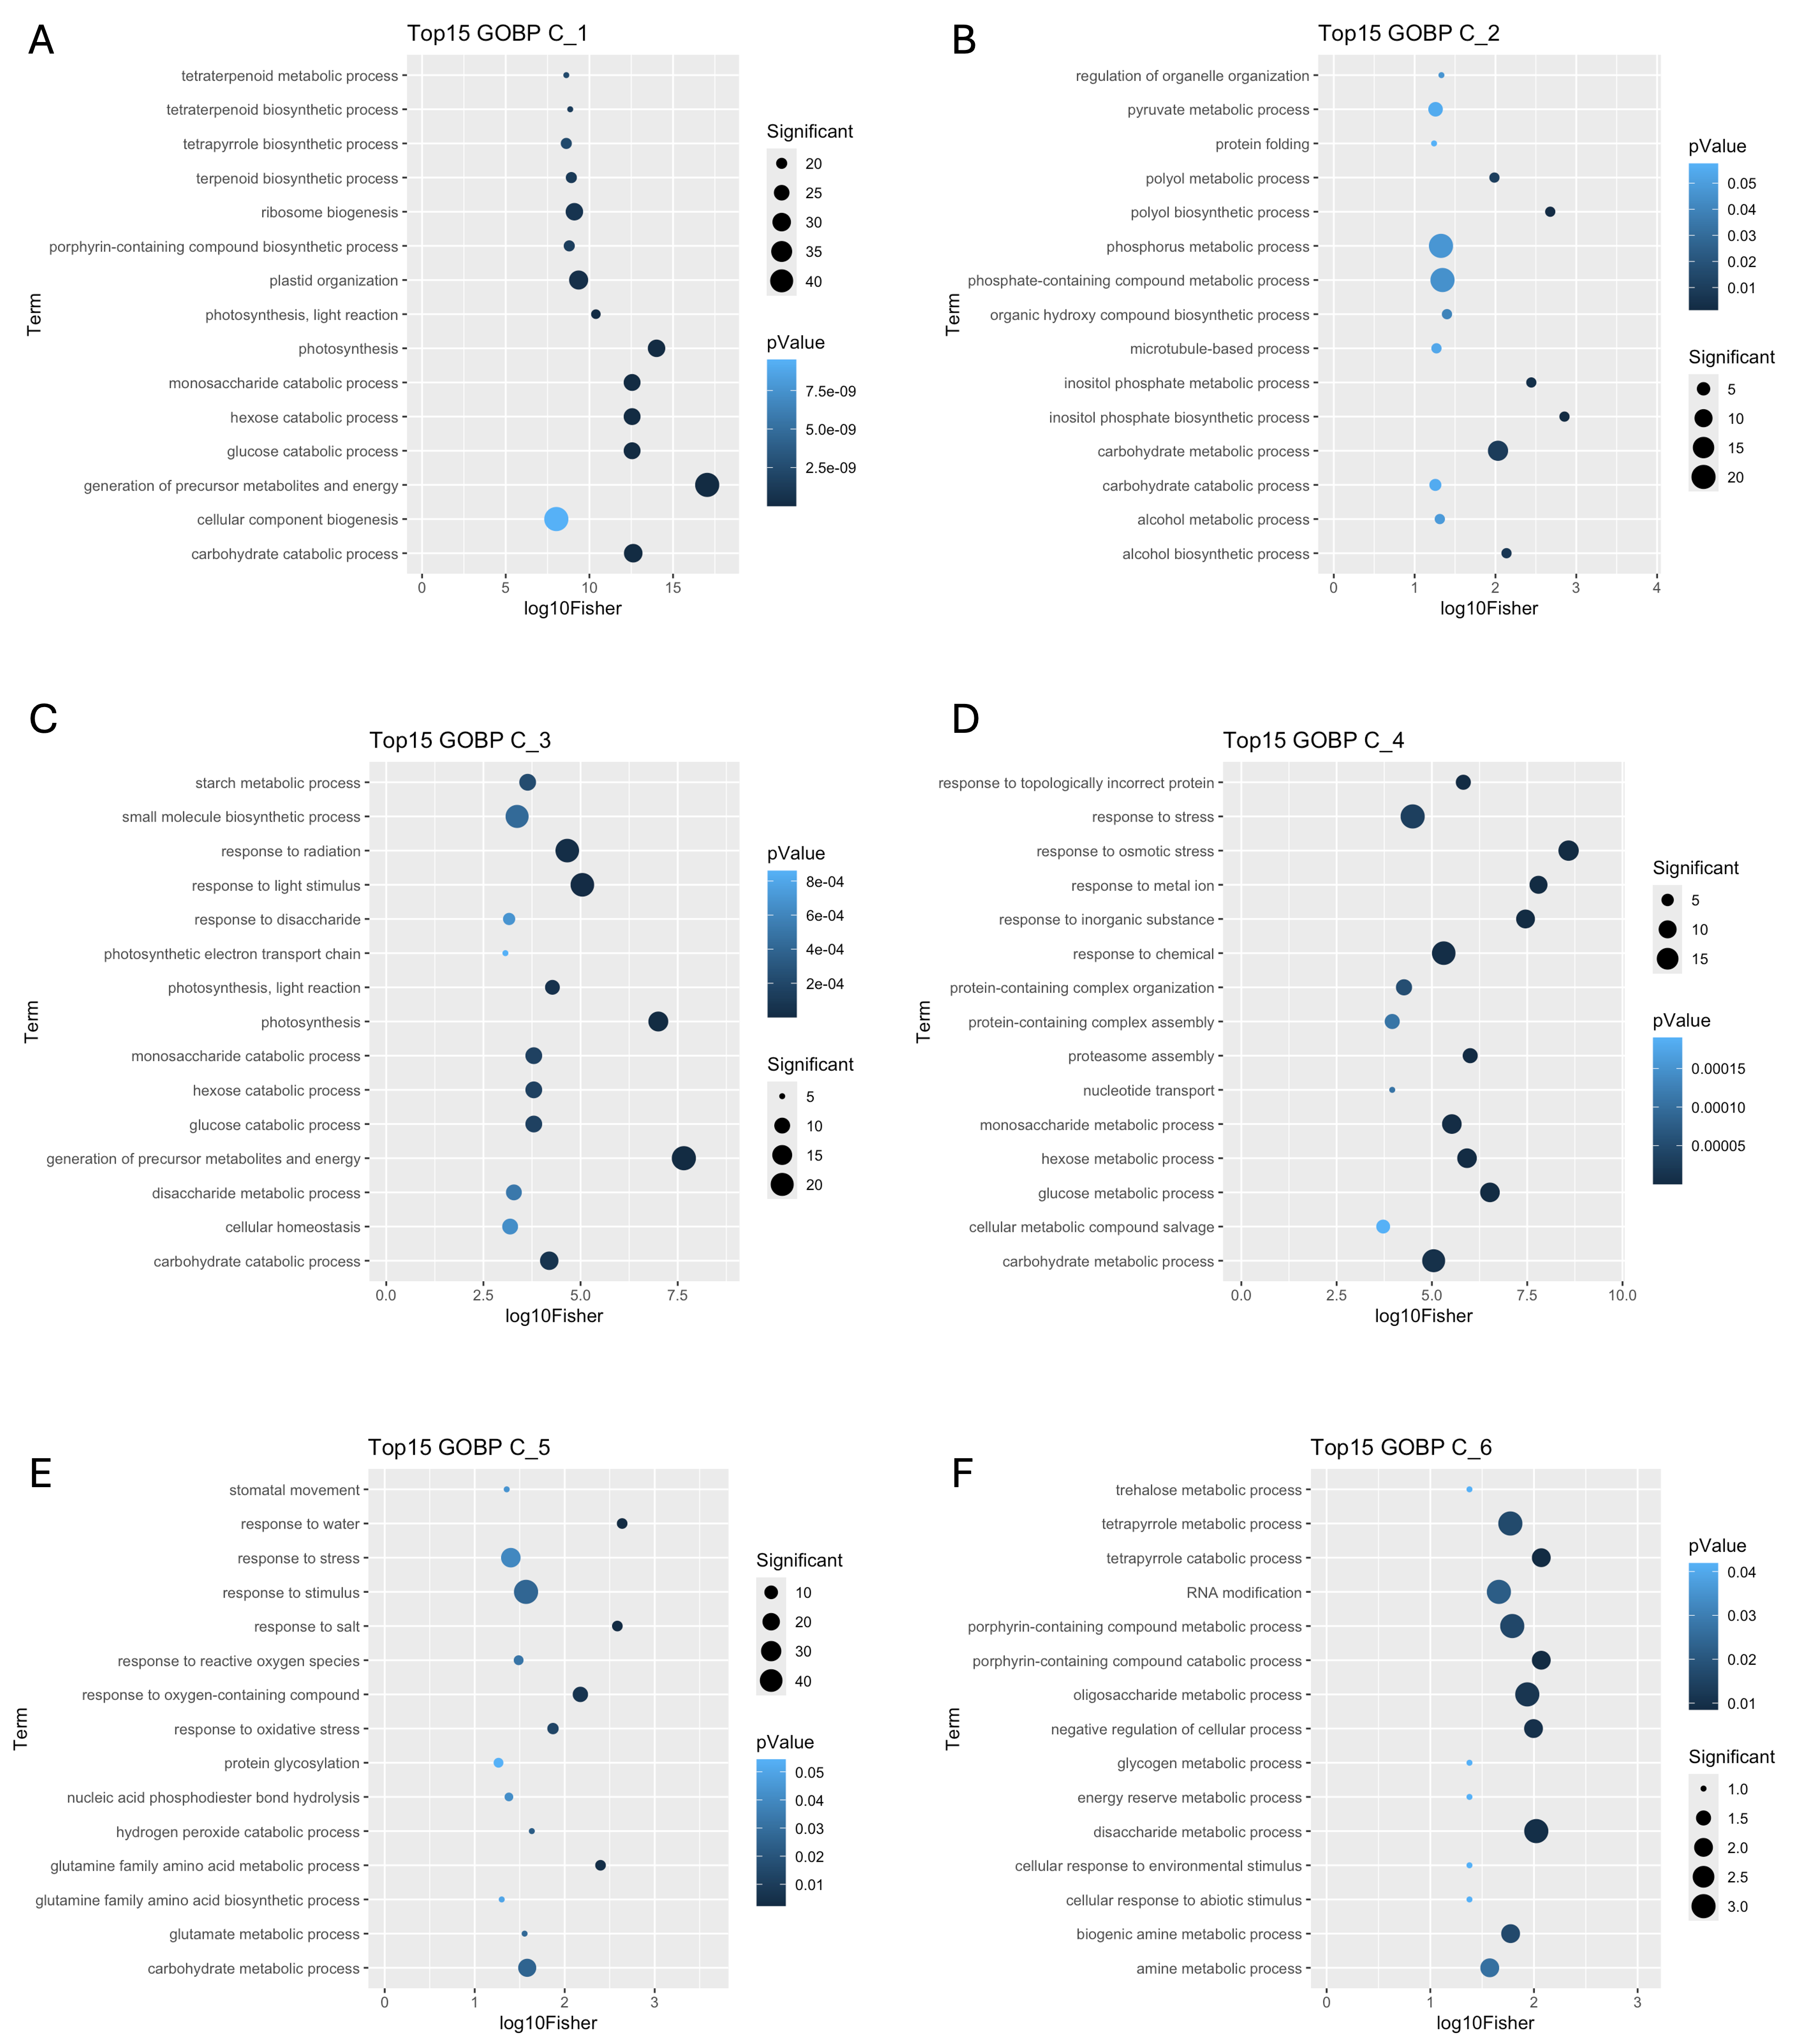

**Fig. S3** GO Biological Process terms enriched in the clusters formed by orthologs genes expression in TPM of *A. hybridus* and *A. hypochondriacus*. The graphs show the 15 most significantly enriched terms for each cluster (1-6) in comparison of expression profiles of *A. hybridus* and *A. hypochondriacus* orthologs. **A-F** Clusters 1-6, as indicated. The size of the black circles represents the number of genes in th GO term, *P* values bigger to lowest are colored as blue to dark. Axis X values are the log10 (*P* values).

How the deposited data were processed for this re-analysis (not part of the article)

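Leaf RNA of *A. hybridus* and *A. hypochondriacus* from control, salt and water-deficit plants was sequenced in 18 libraries, 3 per group, with single-end reads of 75 bases, each from leaves of 3 pooled plants. The authors trimmed the reads with Trimmomatic, assembled each species with Trinity and reduced the assembly with CD-HIT at 90% identity. They mapped the reads of each library to the assembly of its own species with Bowtie2, kept reads that map to a single place, counted them per reference transcript with a script of their own, and deposited raw counts of reads per transcript for each library, without normalization. Columns were assigned to groups by the description of each sample, and every per-sample column was used.

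The tables hold 30155 transcripts for *A. hybridus* and 30946 for *A. hypochondriacus*. Libraries hold 14.6 to 28.7 M (mega) counts in *A. hybridus* and 10.9 to 20.5 M in *A. hypochondriacus*, but outside the 20 most abundant transcripts they hold 0.339 to 2.55 M and 0.320 to 1.50 M, which sets the precision for the tested transcripts. The median tested transcript has 21 counts per library in each species.

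Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Each species was fitted on its own with glmQLFit and glmQLFTest, TMM factors and the default filterByExpr, in a single fit of 3 groups with 6 residual degrees of freedom. Salt against control, water deficit against control and water deficit against salt were tested, with Benjamini-Hochberg adjustment over all tested transcripts. A DEG has an FDR below 0.01 and an absolute log2FC above 1. Standard errors are the absolute log2FC divided by the square root of the F statistic. Values in CPM use TMM factors. Shared DEGs are DEGs of both stresses with the same sign, set beside 20 simulations in which neither stress has an effect and both are compared with the same controls.

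The test was checked on simulated counts with 200 changed transcripts at the library sizes and spread of each species. For salt against control in *A. hybridus*, with 9062 transcripts tested, it called 168 of 200 with 1 false call, and DESeq2, with 9686 tested, called 161 with 3. A common dispersion called 181 with 19 among the same 9686. In *A. hypochondriacus*, with 10577 tested, the number was 184 with 4 for the quasi-likelihood test, and among 12429 DESeq2 called 181 with 1 and a common dispersion 189 with 15. The changes put in had an absolute log2FC of at least 2 and spared transcripts with the lowest levels. Recovery of smaller changes was not measured.

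The alternatives were the exact test of edgeR on 9 libraries or on the 6 libraries of a comparison, DESeq2, the spread of 6 libraries, RLE size factors, library totals as the only scaling, no filter on low counts, CPM above 1 in 3 libraries, an FDR limit of 0.05, an absolute log2FC above 2 (the limit that the methods of the paper give), counts thinned to the smallest library, the 20 most abundant or the organelle-annotated transcripts left out, the replicate number as a block, and each library left out in turn. The tests, thresholds, alternatives and the rule for named genes were chosen before the data were examined, except 3 alternatives that use the study's libraries or a common dispersion, which were chosen after seeing the data. The log2FC tables of the paper had been seen by then.

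Named genes are, per stress against control comparison, the 3 DEGs with the largest positive and the 3 with the largest negative log2FC among those with a name, an average of at least 1 log2 CPM and no overlap between the libraries of both groups. Also named are the transcripts that the text of the paper names and File S3 identifies, and *A. hybridus* DEGs of the paper whose description holds a name from its text. Transcripts that would have ranked there without a name were 1 up-regulated and 1 down-regulated for *A. hybridus* water deficit, 1 and 2 for *A. hypochondriacus* salt, and 1 and 5 for its water deficit. Under salt in *A. hybridus* no DEG met the rule, and its single DEG is named because of its description.

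Of the log2FC tables of the paper, 1998 of 14255 transcripts (*A. hybridus* salt), 1997 of 14255 (water deficit) and 1998 of 12263 (*A. hypochondriacus* salt) are in hand. These hold the complete lists of up-regulated DEGs, all 146 down-regulated ones of *A. hybridus* under salt, 59 of 780 under water deficit and 599 of 966 of *A. hypochondriacus* under salt. The water-deficit table of *A. hypochondriacus* is not used here. Because the tables are incomplete, no enrichment or overlap test was made on them, and GO groups are given as tallies of log2FCs. Lists of organelle-annotated (54 and 18 transcripts) and virus-annotated (8 and 5) transcripts come from the descriptions in these tables and are therefore not independent of the libraries. Levels were not compared between species, because transcript lengths and the ortholog pairs are not used here. Metabolite and growth data were not analysed here.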

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

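The tests of the virus-annotated transcripts were chosen only after their counts were seen.

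Transcripts that the paper does not discuss, annotated as virus proteins by descriptions such as movement protein or coat protein, had counts above the controls. These were highest in water deficit 1 of *A. hybridus* and in the salt libraries of *A. hypochondriacus*. In *A. hybridus*, 8 such transcripts held 4620 counts in water deficit 1 and 7 to 321 in the other 8 libraries. The most abundant, a movement protein (Ahybridus_DN9821_c0_g1_i1), had 2831 counts in water deficit 1 and 2 to 155 elsewhere, and replicase, p2 protein and RNA-dependent RNA polymerase transcripts were high in the same library. Depth argues against itself as the source, since water deficit 1 held 0.550 M (mega) counts outside the 20 most abundant transcripts, between 0.339 and 2.55 M in the other libraries. If water deficit raised these transcripts, its other libraries would be high too, but only 1 of 3 water deficit libraries lay above every control library. Virus infection of plants pooled in that library and RNA from outside the samples stay open, and neither was tested. Since no description names a virus, plant genes among these transcripts stay open too. The quasi-likelihood test of edgeR called none of the tested ones (movement protein under water deficit, log2FC 4.53, FDR 0.131), whichever library was left out, and without water deficit 1 the log2FC of the movement protein was −2.80. Of the 4 below the filter, 3 were called under water deficit without a filter (5.80 to 6.82), 1 of them also without water deficit 3 (6.48). With a common dispersion on all or on the study's libraries, settings chosen after seeing the data, all 8 were called under water deficit, and on all libraries 3 under salt. The paper's list counts all 8 among its DEGs under water deficit.

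In *A. hypochondriacus*, 5 virus-annotated transcripts held 1982, 5086 and 6680 counts in salt 1, 2 and 3, above the controls (689, 1107 and 657) and water deficit (840, 1107 and 979). The salt libraries also hold more counts in all. Per 1e+06 counts outside the 20 most abundant transcripts, the salt libraries had 1998, 3380 and 8435, the controls 1039 to 1469, and water deficit 1562, 3455 and 1051, so that water deficit 2 was above salt 1 and 2. A polymerase transcript (AhypoNutrisol_DN2163_c0_g1_i1) had 1, 403 and 646 counts under salt, and a coat protein transcript (AhypoNutrisol_DN4611_c0_g1_i1) 0, 302 and 400, and both were at 0 in the other groups. Carry-over of reads between libraries would leave counts of the former in further libraries, but the largest count in the 7 libraries other than salt 2 and 3 was 1. For 4 of the 5 transcripts every salt library was above every control library in counts. A rise under salt and an infection of single plants cannot be told apart, because the groups hold 3 libraries each and the list was picked from DEGs under salt. AhypoNutrisol_DN8320_c0_g1_i1, with 528 to 4589 counts in every library, is described only as RNA-dependent RNA polymerase, so a plant gene stays open. None of the 5 descriptions names a virus. The quasi-likelihood test called none of the 3 that were tested (log2FC 2.43, 1.56 and 1.22, FDR 0.0219, 0.0859 and 0.118). Without control 2, which held most of their control counts, the first 2 were called (4.35 and 3.31). Library totals alone called all 3 (3.07, 2.22 and 1.83), and no filter (2.43), the replicate number as a block (2.88) and an FDR limit of 0.05 called the first. The other 2 transcripts, below the filter, were called without a filter (11.1 and 10.5) and without salt 1 (11.6 and 11.0). A common dispersion called all 5 on all or on the study's libraries, and the quasi-likelihood test on the latter called the first and the 2 below the filter, all settings chosen after seeing the data.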

How the results depend on the processing

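The settings with the study's libraries or with a common dispersion were chosen only after the data were seen.

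Under salt in *A. hybridus* (1 DEG), the quasi-likelihood test called 0 with the spread of 6 libraries and by library totals alone (unadjusted p under 0.05 for 734 and 186 transcripts), 3 at an FDR limit of 0.05, 9 without a filter and 3 without organelle-annotated transcripts. DESeq2 called 14, the exact test 18 on 9 libraries, 26 on 6 libraries and 14 on 6 libraries with an absolute log2FC above 2. A common dispersion gave 46 on all libraries, and the study's libraries gave 170 with a common dispersion and 27 with the quasi-likelihood test. Shared DEGs of both stresses (1) were 0 with the spread of 6 libraries and by library totals alone, 11 with DESeq2, 2 at an FDR limit of 0.05, 34 with a common dispersion, 16 and 10 with the exact test on 6 libraries without and with a log2FC limit of 2, 15 on 9 libraries, 6 without a filter, 2 without organelle-annotated transcripts, and 105 and 18 in the study's libraries with both tests. The other settings gave 1 in each case, apart from the replicate block and the single omissions given below.

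Under water deficit in *A. hybridus* (410 DEGs), the number was 154 with the spread of 6 libraries, 915 at an FDR limit of 0.05, 642 with a common dispersion, 698 with the exact test on 9 libraries, 18 by library totals alone, 728 without a filter, 1179 and 1151 in the study's libraries and 169 in counts thinned to the smallest library. For water deficit against salt (205) it was 449 at an FDR limit of 0.05, 486 with a common dispersion, 432 and 367 with the exact test on 6 and 9 libraries, 0 by library totals alone with the quasi-likelihood test of edgeR (222 transcripts with an unadjusted p under 0.05), 302 with DESeq2 and its own size factors, a separate setting, 1026 and 973 in the study's libraries, 97 in thinned counts and 134 above an absolute log2FC of 2.

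In *A. hypochondriacus*, an absolute log2FC above 2 gave 438 DEGs under salt (1261), 454 under water deficit (1206), 128 for water deficit against salt (510) and 217 shared (658), and with the exact test on 6 libraries 430, 366, 127 and 190. Library totals alone gave 645 under water deficit, 322 for water deficit against salt and 338 shared. Water deficit against salt also gave 893 at an FDR limit of 0.05, 1097 and 982 in the study's libraries and 265 in thinned counts. The other settings stayed within a factor of 1.5. For none of the numbers above was the cause tested, beyond fewer or more libraries, counts or a wider limit by construction.

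Of the 12 cluster medians in *A. hypochondriacus*, library totals alone moved 9, to 0.33 from −0.41 for cluster 1 under salt, and, under salt and water deficit, to −0.46 and −0.49 for cluster 2 (−1.23, −0.86), −1.25 and −1.95 for cluster 3 (−2.02, −2.31), −0.92 for cluster 4 under salt (−1.68), 1.60 for cluster 5 under salt (0.85), and 2.11 and 1.45 for cluster 6 (1.32, 1.07), by a shift of all transcripts in the same direction. Cluster 1 under salt was −0.39 without the 20 most abundant transcripts, −0.40 with the spread of 6 libraries, the exact test on 6 libraries and the quasi-likelihood test on the study's libraries, and −0.38 with the CPM filter, DESeq2 or no filter. Cluster 3 was −1.95 under salt without a filter and −2.23 under water deficit with a common dispersion. Cluster 5 under salt was 1.16 on 6 libraries with either test, 0.78 with the CPM filter or a common dispersion on all or on the study's libraries, 0.79 with the quasi-likelihood test on the latter and 0.76 in thinned counts. Cluster 6 was 1.55 and 1.38 in thinned counts, and under water deficit 0.83 and 0.81 on 6 libraries and 0.84 with the CPM filter. RLE size factors, the exact test on 9 libraries and leaving out organelle-annotated transcripts moved none of the 12 beyond the spread between libraries. The cause of the other changes was not tested.

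The organelle-annotated share of counts changed by −0.747 percentage points under salt in *A. hybridus*, and by −3.31 outside the 20 most abundant transcripts. In *A. hypochondriacus*, where 1 transcript described as ycf68 protein makes up most of the share, the changes were −5.81 and −4.79 under salt and water deficit. They were −0.832 and −0.356 outside the 20 most abundant transcripts. Under water deficit in *A. hybridus* it was −0.355 outside them (exact permutation p 1). The size of the differences outside the 20 most abundant transcripts, and in *A. hybridus* their sign, depends on single libraries. Under salt in *A. hybridus* it was 1.72 without control 1, −8.86 without control 3, −5.67 without salt 1, −2.19 without salt 2 and −2.08 without salt 3. Under water deficit it was 4.68, 0.157 and −5.91 without control 1, 2 and 3, and 1.38, −0.0998 and −2.35 without water deficit 1, 2 and 3. In *A. hypochondriacus* it was −0.529 under salt without control 3, and under water deficit −0.571 without control 2, −0.0527 without control 3 and −0.236 without water deficit 3. The cause was not tested.

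With the replicate number as a block, *A. hybridus* had 0 DEGs under salt (unadjusted p under 0.05 for 643 transcripts) and 0 shared ones, and the median of cluster 1 under salt was −0.40. The paper states a randomized complete block design, but no block is given for the libraries. The correlation of residuals between libraries with the same number was −0.159 to 0.247 over both species. Libraries with different numbers were not compared, so whether the numbers pair the libraries stays open.

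Leaving out 1 library gave 0 to 3 DEGs under salt in *A. hybridus*, with 3 without control 1 and 0 by the quasi-likelihood test without control 2, control 3, salt 1 or salt 3 (537 to 1218 transcripts with an unadjusted p under 0.05), and 0 to 3 shared ones, with 3 without control 1, 2 without water deficit 3 and 0 without the same 4 libraries. Under water deficit the range was 152 to 979, with 263 without control 2, 232 without control 3, 162 without water deficit 1, 152 without water deficit 2 and 979 without water deficit 3. For water deficit against salt it was 63 to 539, with 539 without water deficit 3, 72 and 63 without water deficit 1 and 2, and 86, 68 and 90 without salt 1, 2 and 3. In *A. hypochondriacus* the ranges were 920 to 1053 under salt, 789 (without water deficit 3) to 1580 under water deficit, 106 to 982 for water deficit against salt (982 without water deficit 2, 160 and 106 without water deficit 1 and 3, 260, 210 and 282 without salt 1, 2 and 3) and 456 to 724 shared. Cluster medians under salt and water deficit ranged over −0.55 to −0.35 and −1.51 to −1.02 (cluster 1), −1.37 to −1.21 and −0.99 to −0.75 (cluster 2), −2.14 to −1.91 and −2.37 to −2.19 (cluster 3), −2.05 to −1.34 and −1.18 to 0.25 (cluster 4), 0.63 to 0.84 and 1.53 to 2.01 (cluster 5), and 1.13 to 1.66 and 0.65 to 1.29 (cluster 6). Cluster 4 under water deficit was 0.25 without water deficit 3, −0.04 without control 3, −0.86 without control 1 and −1.18 without water deficit 2, and cluster 6 was 0.65 without water deficit 3. The organelle-annotated share changed by −1.23 to −0.355 under salt in *A. hybridus* (−0.355 without control 2, −1.23 without control 3, −0.438 without salt 2), by −1.16 to −0.289 under water deficit (−0.289 without control 2, −1.16 without control 3, −0.452 without water deficit 2, −1.12 without water deficit 3), and by −6.34 to −5.25 and −5.33 to −4.28 in *A. hypochondriacus*.

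Of 126 values of named genes, no call or direction changed with RLE size factors, without organelle-annotated transcripts, and where tested with the CPM filter (115) or without the 20 most abundant transcripts (120). Library totals alone removed 31 calls and added 5, thinned counts removed 11 and added 1, the spread of 6 libraries removed 7 and added 1, and an absolute log2FC above 2 removed 30. Leaving out 1 library removed a call 64 times, in 23 values, and added one 10 times. These counts leave open the cause, which was not tested. Depth limits the calls of low transcripts, since the median tested transcript has 21 counts per library, and a transcript below the filter was given no test.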

Differences from the paper's values

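The settings with the study's libraries or with a common dispersion were chosen only after the data were seen.

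For *A. hybridus* under salt the paper gives 170 DEGs, 24 up-regulated and 146 down-regulated, and the quasi-likelihood test on all 9 libraries gave 1, 1 and 0. The down-regulated number was 0 with an unadjusted p under 0.05 for 738 transcripts in both directions, and DESeq2 gave 8, the exact test 8 on 9 libraries and 16 on 6. None of the alternatives set before the data were examined reached the totals of the paper or its numbers per direction (0 to 26 in all, 0 to 10 up, 0 to 16 down). Of the settings chosen after seeing the values, the study's libraries with a common dispersion gave 170, 24 and 146 and drop 0 of the paper's DEGs, and all libraries with a common dispersion gave 46, 23 and 23, near the paper's value for the up-regulated ones only, and drop 16 of its 24 and 127 of its 146.

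Under water deficit in *A. hybridus* the paper gives 1179 DEGs, 399 up-regulated and 780 down-regulated, and the same test gave 410, 93 and 317. Of the alternatives set before the data were examined, an FDR limit of 0.05 (915, 294 and 621) and leaving out water deficit 3 (979, 354 and 625) came within 1.5 times of the paper's values, and the others did not (18 to 728, 0 to 261 and 18 to 476). Chosen after seeing the values, the study's libraries gave 1179, 399 and 780 with a common dispersion and 1151, 390 and 761 with the quasi-likelihood test, the latter dropping 53 of the 399 up-regulated ones and the former 0.

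Shared between both stresses in *A. hybridus*, the paper gives 14 up-regulated and 91 down-regulated DEGs, and the values here were 1 and 0. By the alternatives set before the data were examined, the exact test on 9 libraries gave 10 up-regulated ones, within 1.5 times of the paper's value, 3 of them among the paper's 14, and the others gave 0 to 9. For the down-regulated ones none came within it (0 to 7; DESeq2 5). Of the settings chosen after seeing the values, the study's libraries with a common dispersion gave 14 and 91 and drop 0 of the paper's 14, and all libraries with a common dispersion gave 18 up-regulated and 16 down-regulated ones and drop 10 of the 14. The down-regulated list is in hand only in part, so that what these drop of it was not counted.

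For inorganic pyrophosphatase 2-like (Ahybridus_DN9416_c0_g1_i1) under water deficit, the paper's log2FC is 5.01876, and the value here is 4.09 (SE 0.77). Of the alternatives set before the data were examined, counts thinned to the smallest library came nearest to the paper's value (4.69). DESeq2 gave 4.14, leaving out control 3 gave 4.46, and the others gave 2.64 to 4.61. The paper's table is matched by controls 1 and 2 and water deficit 1 and 2, while 4.09 uses all 9 libraries. Of the settings chosen after seeing the values, the study's libraries gave 5.02 with a common dispersion and 4.97 with the quasi-likelihood test, and a common dispersion on all libraries gave 4.20. The choice of libraries goes with most of the difference, and why the libraries differ was not tested.

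Of the paper's 24 up-regulated DEGs of *A. hybridus* under salt, 1 was called here with the same sign, and 5 by the exact test on 6 libraries, 4 by DESeq2, by the exact test on 9 libraries and by that on 6 with an absolute log2FC above 2, 3 without a filter, 2 without control 1, and 0 with the spread of 6 libraries, by library totals alone, with the replicate number as a block and without control 2, control 3, salt 1 or salt 3. Of its 146 down-regulated ones 0 were called, and 14 by the exact test on 6 libraries, 7 with an absolute log2FC above 2, 8 by DESeq2 and by the exact test on 9 libraries, 4 without a filter and 2 at an FDR limit of 0.05 or without organelle-annotated transcripts. Of 399 up-regulated under water deficit, 77 were called, 188 at an FDR limit of 0.05, 162 by the exact test on 9 libraries, 152 without a filter, 111 by DESeq2, 109 by the exact test on 6 libraries (80 with an absolute log2FC above 2), 82 without organelle-annotated transcripts, 78 with RLE size factors and 282 without water deficit 3. Fewer were called by library totals alone (0), with the spread of 6 libraries (14), in thinned counts (16), with the replicate number as a block (39), with the CPM filter or an absolute log2FC above 2 (54 each), without the 20 most abundant transcripts (69), without control 1, 2 and 3 (51, 23 and 19) and without water deficit 1 and 2 (17 and 21). Chosen after seeing the values, the quasi-likelihood test on the study's libraries called 4 of the 24, 23 of the 146 and 346 of the 399, and a common dispersion on all libraries called 8, 19 and 218. Of the 157 tested transcripts among the paper's 170, 154 had the paper's sign.

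The methods of the paper give an absolute log2FC above 2 as the limit for DEGs, and its lists hold transcripts down to 1.05 (*A. hybridus* salt), 1.03 (water deficit) and 1.00 (*A. hypochondriacus* salt). Above 2 lie 54, 304 and 503 of the listed DEGs in hand. In Table S1 of the paper, the 161235224 uniquely mapped reads of *A. hypochondriacus* exceed the number of filtered reads that the paper gives for this species. The deposited table of *A. hybridus* holds 30155 transcripts, 1 fewer than the paper states.

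Transcripts that the paper names as part of a cluster raised by stress and that were not called here are ABCB1 (log2FC 0.55 under salt and 0.86 under water deficit), and ABI1 (0.85), N-carbamoylputrescine amidase (1.32) and probable amidase (1.94) under salt, while ABCC13, AIP1 and the 17.4 kDa class III heat shock and HSP90-1 transcripts were below the filter. ABCB1 was called under water deficit without water deficit 2 (1.01) and, chosen after seeing the values, in the study's libraries by both tests, and ABI1 by library totals alone (1.60). N-carbamoylputrescine amidase was called by the exact tests on 9 and 6 libraries (1.33 and 1.35), with the spread of 6 libraries (1.35), by library totals alone (2.11), without a filter (1.37), with the replicate number as a block (1.36) and at an FDR limit of 0.05, and probable amidase by the exact test on 9 libraries (1.89), by library totals alone (2.75), without a filter (1.98), at an FDR limit of 0.05 and without salt 3 (2.21). Of the settings chosen after seeing the values, a common dispersion on all or on the study's libraries called both amidases, and the quasi-likelihood test on the latter N-carbamoylputrescine amidase. Of the named *A. hybridus* DEGs of the paper that were not called here, the chloroplastic-like glutathione S-transferase (4.05) and L-ascorbate peroxidase 1 (2.50) under salt were called by DESeq2 and by the exact tests on 9 and 6 libraries, the former also without a filter and without control 1, and the UDP-glucose 4-epimerase (3.40) under water deficit was called by the same tests, without a filter, at an FDR limit of 0.05 and without water deficit 3. A further glutathione S-transferase (1.55) was called there without water deficit 3. Of the settings chosen after seeing the values, a common dispersion on all libraries called these 4, and on the study's libraries these and the DHAR2-like one (1.67) under water deficit, and the quasi-likelihood test on the latter libraries called the 3 water-deficit ones.

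Of the named genes below the filter, other settings called 7 under water deficit and none under salt. The virus-annotated transcripts below the filter are given above and are not counted here. AIP1 was called by DESeq2 (3.93), without a filter (3.92), without control 1, 2 or 3 (4.15, 3.36 and 4.70) and without water deficit 2 (4.31), and ABCC13 without a filter (2.12), without the 20 most abundant transcripts (2.21) and without water deficit 1 or 2 (2.28 and 2.22). The 17.4 kDa class III transcript was called without water deficit 2 (2.78), and galactinol synthase 1 without a filter (5.61), without control 1, 2 or 3 (5.14, 7.19 and 5.45) and without water deficit 2 (6.14). In *A. hybridus*, the listed galactinol synthase was called by DESeq2 (5.96), without a filter (5.80), without control 1 (5.77) and without water deficit 3 (6.46), and a UDP-glucose 4-epimerase transcript (Ahybridus_DN9128_c0_g1_i1) by DESeq2 (3.78), without a filter (3.80), without control 1 (4.09) and without water deficit 3 (4.39). Of the settings chosen after seeing the values, the study's libraries with either test and a common dispersion on all libraries called these 6, and the study's libraries with a common dispersion also HSP90-1 (1.84), which no other setting called.

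The paper places cluster 2 as high in control plants and under water deficit, and here its transcripts were lower under water deficit than in controls (median −0.86), though higher than under salt (median 0.72). It describes cluster 1 as increased under salt, and here the median was −0.41 under salt, above zero by library totals alone. The 16 transcripts of cluster 1 marked as high under salt had a median of 1.13. ABCB14 and ABCB13 of this cluster were down-regulated DEGs under salt, but not by library totals alone. The paper's clusters rest on Z-scores of TPM across the orthologs of both species. The log2FCs here compare stress with control within *A. hypochondriacus*. These measures are unlike, so a level high beside *A. hybridus* and a fall under stress can both hold. The same limit applies to the cluster transcripts named above.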

Other observations

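Of the tests below, those of organelle-annotated transcripts, of up-regulated and down-regulated DEGs apart, of the spread in the study's libraries, of the position over the water-deficit DEGs in *A. hybridus* and of the position of water deficit 2 over salt DEGs were chosen only after the result was seen, as was the search over libraries.

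Fitting all 64 combinations of at least 2 libraries per group with a common dispersion, and comparing with the paper's log2FC tables at a tolerance of 1e-04, the *A. hybridus* water-deficit table was matched by 1 combination (largest difference 5.49e-06), the next differing by 0.00516 and all libraries by 5.43. The salt table was matched by 2 (5.00e-06; all libraries 5.86), and the *A. hypochondriacus* salt table by 3, all libraries included (4.82e-05). The matching combination leaves out control 3, salt 1 and water deficit 3 of *A. hybridus*. Over the 64 combinations, *A. hybridus* had 12 to 172 DEGs under salt and 134 to 1182 under water deficit. The paper's 170 and 1179 lie near the largest of these. The paper's total of 1608 for *A. hypochondriacus* under water deficit was given by 2 combinations, both without water deficit 2, and all libraries gave 1281. The methods state no reason for leaving out 4 of the 18 libraries.

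Whether the paper's DEGs of *A. hybridus* follow single libraries among those it used was tested in the libraries it did not use. For salt, in the pair control 3 and salt 1, 29.4% of its 170 salt DEGs had its sign, below the 51.6% of all transcripts. The share was 21.2% of the down-regulated ones (58.0% of all transcripts with that sign) and 79.2% of the 24 up-regulated ones (45.6%). Such dependence predicts the share of all transcripts. The down-regulated ones lay below it, with an opposite difference between control 3 and salt 1 (median log2 difference 3.12), and the up-regulated ones above it, so this pair leaves the explanation open. For water deficit (control 3 and water deficit 3) the shares were 68.4% of 1179, 54.4% of 399 and 75.5% of 780, beside 55.8%, 51.3% and 60.4% of all transcripts, and a single pair of libraries leaves open how much of them follows single libraries. Of organelle-annotated transcripts, 0 of 54 listed under salt and 0 of 33 under water deficit had the paper's sign in these pairs, and of the other down-regulated ones 33.7% and 78.8%.

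The share of organelle-annotated transcripts in all counts was 5.33 ± 0.888% in *A. hybridus* controls, 4.58 ± 0.577% under salt and 4.65 ± 0.758% under water deficit (mean ± SD, n = 3; exact permutation p 0.3 each). Outside the 20 most abundant transcripts it varied 12.5-fold between the control libraries (1.84% to 23.0%), beyond the range under salt (7.16% to 14.3%; exact permutation p 0.7). This range is set by control 3, which the paper's fit did not use. In the libraries it used, the shares were 23.0% and 14.0% in controls and 7.38% and 7.16% under salt, and in control 3 and salt 1 they were 1.84% and 14.3%. For the 54 organelle-annotated DEGs of the paper under salt, a difference between single libraries and an effect of salt cannot be told apart, because the list was picked from DEGs of these libraries. In *A. hypochondriacus* the share was 20.9 ± 1.05% in controls, 15.1 ± 1.01% under salt and 16.2 ± 0.928% under water deficit (exact permutation p 0.1 each, the smallest that 3 against 3 can give), and outside them 1.39 ± 0.541%, 0.561 ± 0.0701% (p 0.1) and 1.04 ± 0.255% (p 0.5). In this species a single transcript, described as ycf68 protein (AhypoNutrisol_DN8346_c1_g4_i1), held 13.5% to 20.7% of all counts. It makes up most of the share of all counts, which therefore does not describe organelle transcripts in general. Whether the stress or the RNA preparation changes the share was not tested.

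More DEGs were called under salt in *A. hypochondriacus* (1261) than in *A. hybridus* (1). Fewer counts outside the most abundant transcripts in *A. hybridus* would remove the difference after thinning, but *A. hypochondriacus* thinned to at most 339424 such counts per library (water deficit 2 held 320449) still had 465 DEGs under salt and 492 under water deficit. A larger spread between *A. hybridus* replicates (common dispersion 0.0963 against 0.0365) would leave few of the 1261 changes to be called, but on simulated counts at the library sizes and spread of *A. hybridus* 679 were called on average (669 to 692 in 5 simulations), a bound that rests on simulated settings. In the study's libraries the spread of both species is alike (0.0336 and 0.0347), and *A. hybridus* had 27 DEGs under salt by the quasi-likelihood test, and 1151 under water deficit, with 2 libraries per group in each. *A. hypochondriacus* had 1482 under salt in a larger fit of 3 control and 3 salt libraries, so that 27 and 1482 are not counts from fits of the same size. A weaker response of *A. hybridus* to this salt treatment and differences in assembly stay open, and neither was tested.

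Among the 10 splits of the 6 libraries of a comparison into groups of 3, as many DEGs as in the real split were found in 1 of 10, the real one itself, for salt, water deficit and water deficit against salt in each species. With 10 splits the share is never under 0.1, so the count of splits alone cannot exclude chance for any of the 6 numbers. The other splits gave 0 DEGs by the quasi-likelihood test of edgeR in 5 of the 6 comparisons, and at most 3 for salt in *A. hypochondriacus*, where the real splits gave 1 (salt), 410 (water deficit) and 205 (water deficit against salt) in *A. hybridus* and 1261, 1206 and 510 in *A. hypochondriacus*. In those splits each group mixes both treatments, so a true difference widens the spread and lowers the calls. Their few calls therefore do not by themselves back the real ones. In 20 simulations without stress effects, salt and water deficit together gave 0 to 1 DEGs in *A. hybridus* and 0 to 2 in *A. hypochondriacus*, against 411 and 2467, so that only the single salt DEG of *A. hybridus* is as few as these simulations gave. With a common dispersion, the split of control 1, control 2 and salt 1 against the others in *A. hybridus* gave 152, and the real split 46. In the other 5 comparisons the other splits gave at most 38 to 180, fewer than the real ones. This is consistent with 1 dispersion for all transcripts making calls of transcripts that vary between replicates.

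A mislabelled sample was tested as an explanation for the libraries that the study did not use. Over the paper's salt DEGs, on a scale with the control libraries it used at 0 and the salt libraries at 1, control 3 lay at 1.89, beyond the salt libraries it used (0.950 and 1.05), and salt 1 at 0.336, above controls 1 and 2 (−0.261 and 0.261). An exchange would put control 3 with the salt libraries and salt 1 with the controls. Over the 24 up-regulated ones control 3 lay at 0.507 and salt 1 at 0.849, which goes against an exchange. Over its water-deficit DEGs (0 control, 1 water deficit), control 3 lay at 0.0164, beside −0.0197 and 0.0197 for controls 1 and 2, and the salt libraries, salt 1 among them, at 0.186 to 0.216, which also argues against it. Water deficit 3 lay at 0.370, between the salt libraries and water deficit 1 and 2 (0.995 and 1.01). Over the 399 up-regulated ones it lay at 0.167, below the salt libraries (0.245 to 0.317) and above control 3 (0.0785), and over the 780 down-regulated ones at 0.450, above the salt libraries (0.147 to 0.195), so a weak response and a wrong label cannot be told apart from 1 library. In *A. hypochondriacus*, water deficit 2 lay at 0.658, away from the controls (−0.0436 to 0.0783), which argues against a control library. The salt libraries lay at 0.560 to 0.589. Over the salt DEGs called without 1 salt library in turn (0 control, 1 the other salt libraries), the left-out salt library lay at 0.935 to 0.977, and water deficit 2 at 0.744 to 0.770, beside 0.714 to 0.771 for water deficit 1 and 3, which argues against a salt library. A weak response of water deficit 2 stays open and was not tested.

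In *A. hypochondriacus*, 73.5% of transcripts had the same sign under both stresses, and 68.7% (67.7% to 69.6%) in simulations without stress effects against shared controls. In lists of the same length ranked by p, 678 transcripts with the same sign overlapped, and 368 (343 to 398) in the simulations. In *A. hybridus* the same-sign shares were 70.7% and 65.7% (64.7% to 66.9%).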
